# Simultaneous knockout of VITAMIN C DEFECTIVE 2 and 3 exacerbates ascorbate deficiency and light stress sensitivity

**DOI:** 10.1093/jxb/eraf352

**Published:** 2025-08-06

**Authors:** Yasuhiro Tanaka, Takanori Maruta, Koki Arima, Hiroki Nakayama, Akane Hamada, Takahiro Ishikawa

**Keywords:** *Arabidopsis thaliana*, ascorbate biosynthesis, GDP-L-galactose phosphorylase, high light, oxidative stress, vitamin C-defective

## Abstract

Light-dependent activation of ascorbate biosynthesis is essential for accumulating ascorbate to mitigate photooxidative stress. The *VTC2* and *VTC3* genes play key roles in this process: *VTC2* encodes GDP-L-galactose phosphorylase (GGP), the rate-limiting enzyme in ascorbate biosynthesis, and *VTC3* encodes a putative protein kinase/phosphatase with an unknown function. Here, we investigated their functional and genetic relationship. In *vtc3* mutants, *VTC2* transcription and GGP activity were slightly enhanced, suggesting that VTC3 is not required for *VTC2* expression. Additionally, the *vtc3* mutation had negligible effects on the transcriptome and the activity of enzymes involved in ascorbate redox cycle regulation, narrowing down the possible roles of VTC3 in ascorbate metabolism. Under low-light conditions, ascorbate concentrations were lower in *vtc2* than in *vtc3* mutants, but *vtc2* retained the ability to increase ascorbate concentrations under high-light stress, unlike *vtc3*. The simultaneous knockout of VTC2 and VTC3 further reduced ascorbate concentrations compared with the single mutants and severely impaired light-stress-induced ascorbate accumulation, resulting in impaired non-photochemical quenching and enhanced photooxidative damage. These findings highlight the additive effects of VTC2 and VTC3 on ascorbate biosynthesis and stress tolerance. The *vtc2 vtc3* double mutants provide a valuable model for further elucidating the physiological roles of ascorbate in plants.

## Introduction

In plants, reactive oxygen species (ROS) can be generated as byproducts of photosynthesis (Asada, 1999). Other major sources of ROS include the mitochondrial electron transport chain and the oxidation of glycolate in peroxisomes during photorespiration (Mittler *et al*., 2022). In addition, plants possess multiple apoplastic ROS-producing enzymes, particularly NADPH oxidases (also known as respiratory burst oxidase homologs) (Mittler *et al*., 2022). Under stress conditions, ROS generation through these various pathways is often inevitably increased or actively promoted as part of the plant’s response mechanisms. Although ROS are highly reactive and can damage cellular components at elevated concentrations, they also serve as critical signaling molecules in plant stress acclimation (Mittler *et al*., 2022). Maintaining ROS homeostasis is essential for harnessing their signaling functions without compromising cellular integrity. This balance is achieved through robust antioxidant systems, among which ascorbate is one of the most abundant soluble antioxidants in plant leaves, being present in all intracellular compartments at millimolar concentrations (Zechmann *et al*., 2011; Smirnoff, 2018; Maruta *et al*., 2024). Ascorbate plays a central role in scavenging ROS through both direct non-enzymatic reactions and enzymatic pathways mediated by ascorbate peroxidase (APX), an enzyme specific to eukaryotic photosynthetic organisms (Shigeoka *et al*., 2002; Maruta *et al*., 2016). Additionally, ascorbate serves as a substrate for violaxanthin de-epoxidase, an enzyme crucial for the xanthophyll cycle, which dissipates excess light energy as heat and limits ROS production during photosynthesis (Müller-Moulé *et al*., 2004). Beyond its role in ROS management, ascorbate is involved in diverse biological processes, including photosynthetic electron transport, iron uptake, cell division, anthocyanin accumulation, and hormone biosynthesis (Smirnoff, 2018).

Several pathways for ascorbate biosynthesis have been proposed; however, the D-mannose/L-galactose (D-Man/L-Gal) pathway, also known as the Smirnoff–Wheeler pathway, is widely recognized as the primary route (Wheeler *et al*., 1998; Smirnoff, 2018; Maruta, 2022). This notion is supported by substantial experimental evidence demonstrating its involvement in ascorbate biosynthesis across land plants and algae (Wheeler *et al*., 1998; Conklin *et al*., 1999; Vidal-Meireles *et al*., 2017; Sodeyama *et al*., 2021; Ishida *et al*., 2024). The D-Man/L-Gal pathway synthesizes ascorbate from the hexose phosphate pool through eight enzymatic reactions catalyzed sequentially by phosphomannose isomerase (PMI), phosphomannomutase (PMM), GDP-D-mannose pyrophosphorylase (GMP), GDP-D-mannose-3′,5′-epimerase (GME), GDP-L-galactose phosphorylase (GGP), L-galactose-1-phosphate phosphatase (GPP), L-galactose dehydrogenase (L-GalDH), and L-galactono-1,4-lactone dehydrogenase (L-GalLDH) (Smirnoff, 2018). The final step, catalyzed by L-GalLDH, occurs in the inner mitochondrial membrane, whereas all the other enzymatic steps take place in the cytosol (Smirnoff, 2018). The significance of the D-Man/L-Gal pathway has been confirmed mainly through the characterization of Arabidopsis vitamin C-defective (*vtc*) mutants. The genes *VTC1*, *VTC2*, and *VTC4* encode GMP, GGP, and GPP, respectively (Conklin *et al*., 1999, 2006; Jander *et al*., 2002; Laing *et al*., 2007; Linster *et al*., 2007). Arabidopsis also possesses a minor isoform of GGP, encoded by *VTC5*. Notably, a double knockout mutant of *VTC2* and *VTC5* results in undetectable ascorbate concentrations and exhibits seedling lethality unless supplemented with ascorbate or its precursors (Dowdle *et al*., 2007).

Light is a potent stimulus for increasing the size of the ascorbate pool in plants. Leaf ascorbate content rises in response to light intensity and exposure duration (Dowdle *et al*., 2007; Yabuta *et al*., 2007). The key enzyme regulating ascorbate content under light conditions is VTC2/GGP, whose transcription is induced by light (Dowdle *et al*., 2007; Yabuta *et al*., 2007). Interestingly, the light-dependent activation of *VTC2* transcription is suppressed by photosynthesis inhibitors, suggesting a role for photosynthesis in the regulation of ascorbate biosynthesis (Yabuta *et al*., 2007). GGP activity is significantly enhanced under high-light stress, whereas the activities of other biosynthetic enzymes are unaffected (Dowdle *et al*., 2007). Moreover, overexpression of VTC2 effectively enhances the ascorbate pool sizes in various plant species (Bulley *et al*., 2009, 2012; Yoshimura *et al*., 2014). These findings confirm that VTC2/GGP is the rate-limiting enzyme in the D-Man/L-Gal pathway, a conclusion further supported by computational simulations (Fenech *et al*., 2021). The regulation of VTC2 by light also occurs at the post-translational level. In the dark, GGP activity is inhibited by a new class of blue-light receptors, PAS/LOV proteins, which directly associate with GGP (Ogura *et al*., 2008; Aarabi *et al*., 2023; Bournonville *et al*., 2023). Upon exposure to blue light, PAS/LOV proteins dissociate from GGP, promoting its enzymatic activity. Thus, light-dependent activation of GGP plays a pivotal role in ascorbate biosynthesis. Recent studies have proposed that the biosynthetic enzymes in the cytosol form a protein complex (Fenech *et al*., 2021), potentially contributing to the regulation of ascorbate biosynthesis. Additionally, ascorbate itself tightly regulates its biosynthesis. High ascorbate concentrations repress VTC2 translation via an upstream open reading frame in the 5′-untranslated region of the gene, counterbalancing the light-induced activation of GGP (Laing *et al*., 2015). Consequently, ascorbate biosynthesis is finely tuned through transcriptional, translational, and post-translational regulation. However, the precise mechanisms underlying light-dependent activation of GGP remain to be elucidated.

The *VTC3* gene encodes a unique protein with both serine/threonine kinase and PP2C domains (Conklin *et al*., 2000, 2013). Two distinct *vtc3* alleles have been identified: *vtc3-1*, which carries a G202E missense mutation in the kinase domain, and *vtc3-2*, which has a nonsense mutation in the PP2C domain (Conklin *et al*., 2013). Both alleles exhibit a moderate ascorbate-deficient phenotype, with approximately 50% of wild-type ascorbate concentrations, a deficiency less severe than that observed in *vtc2* mutants (20–30% of wild-type concentrations). VTC3 is highly conserved across land plants and algae (Conklin *et al*., 2013; Maruta *et al*., 2024), and its loss also results in ascorbate deficiency in the moss *Physcomitrella patens* (Sodeyama *et al*., 2021). Notably, light-induced ascorbate accumulation is significantly impaired in Arabidopsis *vtc3* mutants (Conklin *et al*., 2013), suggesting that VTC3 plays a crucial role in the light regulation of VTC2/GGP. Since VTC3 has been reported to be a chloroplast protein, it is unlikely to regulate ascorbate biosynthesis through direct (de)phosphorylation of biosynthetic enzymes. The precise physiological function of VTC3 remains unclear, and further studies are required to elucidate its role.

The size of the ascorbate pool is regulated not only by its biosynthesis but also by its oxidation, recycling, and degradation. Reduced ascorbate (ASC) undergoes oxidation through APX or direct interaction with ROS, generating monodehydroascorbate (MDHA) (Asada, 1999; Smirnoff, 2018). MDHA radicals are disproportionated into ASC and dehydroascorbate (DHA). MDHA and DHA are recycled back to ASC by monodehydroascorbate reductase (MDAR) and dehydroascorbate reductase (DHAR), respectively (Foyer and Halliwell, 1977; Hossain and Asada, 1985). MDAR uses NAD(P)H, whereas DHAR relies on reduced glutathione (GSH) as the electron donor. Additionally, GSH can non-enzymatically reduce DHA to ASC (Winkler *et al*., 1994; Terai *et al*., 2020; Hamada *et al*., 2023). However, DHA is highly unstable and undergoes irreversible degradation if it is not rapidly reduced. These interconnected processes are essential for maintaining ascorbate homeostasis, and it remains possible that VTC3 regulates the ascorbate pool size by modulating ascorbate oxidation or degradation processes.

This study addresses two unresolved questions regarding the regulation of ascorbate homeostasis in plants. First, although VTC2/GGP is known to be a key regulatory enzyme in ascorbate biosynthesis and is strongly induced by light, the upstream signaling components controlling its activation remain poorly understood. Previous studies reported that *vtc3* mutants exhibit defective light-induced ascorbate accumulation (Conklin *et al*., 2013), suggesting a possible regulatory link between VTC3 and VTC2/GGP expression or activity. Based on this, we hypothesized that VTC3 facilitates the light-dependent activation of VTC2/GGP and thereby promotes ascorbate biosynthesis under light stress. Second, although *vtc2* and *vtc3* single mutants both show ascorbate deficiency, their distinct phenotypes raise the question of whether these genes act independently or synergistically. Notably, *vtc2* mutants retain the ability to increase their ascorbate concentrations under high-light stress, likely due to the residual function of the minor GGP isoform VTC5 (Terai *et al*., 2020; Hamada *et al*., 2023), whereas *vtc3* mutants fail to induce this response (Conklin *et al*., 2013). We therefore hypothesized that the simultaneous loss of both *VTC2* and *VTC3* would result in a more severe ascorbate-deficient phenotype and increased light-stress sensitivity. By characterizing single and double mutants of *vtc2* and *vtc3*, we aimed to test these hypotheses and gain new insights into the genetic and physiological control of ascorbate metabolism and photoprotection in Arabidopsis.

## Materials and methods

### Plant materials and growth conditions

*Arabidopsis thaliana* ecotype Col-0 was used as the wild type. The T-DNA insertion lines *vtc2-4* (SAIL_769_H05) and *vtc3-3* (SALK_095743) were obtained from the Arabidopsis Biological Resource Center and used for further crossings. Unless otherwise specified, wild-type and mutant seeds were sown in Jiffy-7 peat pellets and stratified in the dark at 4 °C for 2–3 days. Plants were grown in a growth chamber (KCLP-1000CCFL-6-8L-CO₂, NK System) at 22 °C under a 16 h photoperiod with low light intensity (40–60 µmol photons m^−2^ s^−1^) and at 20 °C in darkness for 8 h. At 3 weeks of age, plants were exposed to moderate-light (750 µmol photons m^−2^ s^−1^) or high-light (1500 µmol photons m^−2^ s^−1^) stress, using a light-emitting diode (LED) lighting unit (PFQ-600PT, NK System) without a preceding dark period. The LED system minimized heat production, maintaining leaf temperature at approximately 24–25 °C. To ensure uniform light exposure, plants were placed on a turntable beneath the LED panel. Fully expanded rosette leaves were collected from at least three plants and treated as a single biological replicate. Rosette and lesion areas (percentage of the total rosette area) were quantified using ImageJ software.

For ascorbate complementation assays, fully expanded leaves were excised from 3-week-old plants and floated on 20 mM MES buffer (pH 5.7) with or without 10 mM sodium ascorbate. The samples were incubated under continuous light for 24 h, followed by exposure to high-light conditions for an additional 24 h. Thereafter, leaves were subjected to trypan blue staining to visualize cell death. The stained area was quantified using ImageJ software.

For plate-grown experiments, wild-type and mutant plants were cultivated on half-strength Murashige and Skoog (MS) medium supplemented with 1% sucrose under a 16 h photoperiod at 100 µmol photons m^−2^ s^−1^ and 22 °C, with an 8 h dark period at 20 °C (LH-240S, NK System). Plants were then subjected to moderate-light stress (650 µmol photons m^−2^ s^−1^) without an intermediate dark period using the same LED panel and turntable system as described above. Shoots from at least 10 plants were pooled and treated as a single biological replicate.

### Semi-quantitative and quantitative reverse transcription–polymerase chain reaction

Semi-quantitative reverse transcription–polymerase chain reaction (RT–PCR) was performed according to Terai *et al*. (2020). Quantitative RT–PCR (qPCR) was performed as described by Iwagami *et al*. (2022). *Actin2* mRNA was used as an internal standard in all experiments. The expression stability of *Actin2* was confirmed by evaluating cycle threshold values across all experimental conditions. Three biological replicates per genotype/treatment combination were used, and each was derived from the average of three technical qPCR replicates. Expression variability was assessed using the coefficient of variation (CV). The consistently low CV values (ranging from 0.4% to 1.32%) support the use of *Actin2* as a stable reference gene under the tested conditions (see Supplementary Fig. S1). All the primers used are listed in Supplementary Table S1.

### Western blotting

To examine VTC2 protein expression, we attempted to generate two independent anti-VTC2 peptide antibodies. The peptide sequences used were NH_2_-C+QNSSGNVNQKSNRT-COOH and NH_2_-C+KRKEDYEGASEDNA-COOH. The design and synthesis of the antigenic peptides, as well as antibody production, were outsourced to Eurofins Genomics. In addition, we purchased a commercial anti-GDP-L-galactose phosphorylase antibody (AS10 723, Agrisera). Using these antibodies, we performed western blotting following the method described by Kameoka *et al*. (2021), but we were unable to detect the VTC2 protein.

### Measurements of antioxidants and enzyme activity

Ascorbate content was quantified using an ultra-fast liquid chromatography (UFLC) system equipped with a C18 column, following the method of Hamada and Maruta (2024). Glutathione concentrations were measured according to Noctor *et al*. (2016) without modifications. Soluble and membrane-bound APX activity was assessed using the method described by Kameoka *et al*. (2021), and DHAR and MDAR activities were measured as outlined by Tanaka *et al*. (2021).

GGP activity was measured according to Hamada *et al*. (2023). Arabidopsis leaves (0.2 g) frozen in liquid nitrogen were ground and homogenized in 1 ml of extraction buffer containing 50 mM Tris–HCl (pH 7.5), 10% glycerol, 2 mM DTT, 10 mM MgCl_2_, 1 mM aminocaproic acid, 1 mM benzamidine, and 1 mM phenylmethanesulfonylfluoride. After centrifugation (15 300*×g*) for 20 min at 4 °C, the supernatant was concentrated by ultrafiltration (15 300*×g*, 30 min, 4 °C) using an Amicon Ultra centrifugal filter (10 kDa, NMWL) and used for the following assay. The extract (20 µl) was added to 80 µl of a reaction mixture containing 50 mM Tris–HCl (pH 7.5), 2 mM MgCl_2_, 10 mM KCl, 1 mM dithiothreitol, and 100 µM GDP-D-glucose with or without 5 mM sodium phosphate, and incubated for 1 h at 26 °C. The reaction was stopped by boiling for 5 min, and the mixture was passed through 0.22 µm filters (Merck Millipore). The samples were injected into a UFLC system (Prominence UFLC, Shimadzu) equipped with a C-18 column (LUNA C18(2), Column 150×4.6 nm, Shimadzu). The mobile phase consisted of 50 mM phosphate buffer (pH 6.7), 5 mM tetrabutylammonium dihydrogen phosphate, 5 mg l^−1^ EDTA, and 3.5% methanol, and the flow rate was 1 ml min^−1^. GDP-D-glucose was detected at 254 nm using the SPD-20A UV-Vis detector (Shimadzu). Because GGP activity requires inorganic phosphate (Pi), Pi-independent degradation was subtracted from the Pi-dependent decrease in the substrate to calculate GDP-D-glucose degradation activity.

### RNA-seq analysis

Two-week-old wild-type, *vtc2-4*, and *vtc3-3* seedlings, grown on half-strength MS medium supplemented with 1% sucrose under the conditions described above, were incubated in darkness for 2 d, followed by a 6 h exposure to growth light (100 µmol photons m^−2^ s^−1^). Total RNA was extracted from shoot tissues using RNAiso Plus (Takara, Japan) and purified with NucleoSpin RNA Plus (Takara). RNA was fragmented and converted to double-stranded DNA using the TruSeq RNA Sample Preparation Kit v2 (Illumina). Library quality and quantity were assessed using a Bioanalyzer (Agilent) and a KAPA Library Quantification Kit (KAPA Biosystems), respectively. Sequencing was performed using an Illumina MiSeq with the MiSeq Reagent Kit v3 (300 cycles; Illumina). RNA-seq data were obtained from triplicate biological samples (*n*=3 per group) and statistically analyzed. Read mapping, data processing, and statistical analyses were conducted using the CLC Genomics Workbench (version 9.5.2). The gene expression dataset has been deposited in the Gene Expression Omnibus under accession number GSE293768. Gene Ontology (GO) enrichment analysis was performed using agriGO (version 2; Tian *et al*., 2017).

### Chlorophyll fluorescence measurements

Chlorophyll fluorescence measurements were performed using a Closed FluorCam 800MF (Photon Systems Instruments). Plants were dark-adapted for 30 minutes before measurements. Chlorophyll fluorescence parameters, *F*_v_/*F*_m_ and non-photochemical quenching (NPQ), were calculated according to Baker (2008) using the following equations:

$$\begin{array}{r} \;F_{v}/F_{m}=(F_{m}-F_{o})/F_{m},\;\mathrm{and}\\ \;\mathrm{NPQ}=(F_{m}\text{–}{F^{\prime }}_{m})/{F^{\prime }}_{m} \end{array}.$$

NPQ was measured under actinic light at an intensity of 90 µmol photons m^−2^ s^−1^.

### Accession numbers

VTC2, At4g26850; VTC3, At2g40860.

### Data analysis

The statistical methods used are described in the respective figure legends (Tukey–Kramer, Dunnett’s test, or Student’s *t*-test). Statistical calculations were performed using at least three independent biological replicates (see figure legends for details).

## Results

### VTC3 is required for ascorbate accumulation under high-light stress

To evaluate the role of VTC3 in ascorbate accumulation under high-light conditions, we used a T-DNA insertion mutant for the *VTC3* gene, referred to hereafter as *vtc3-3* (Conklin *et al*., 2013), as well as the *vtc2-4* mutant (Lim *et al*., 2016). In *vtc3-3*, the T-DNA is inserted in the seventh exon of *VTC3*, whereas in *vtc2-4*, the insertion occurs in the third exon of *VTC2*. Both mutants have been previously characterized as null alleles lacking full-length transcripts of the respective genes (Conklin *et al*., 2013; Lim *et al*., 2016). This was further confirmed by our RT–PCR analysis (Supplementary Fig. S2). Under low-light conditions, *vtc2-4* and *vtc3-3* mutants exhibited approximately 26% and 45% of wild-type ascorbate concentrations, respectively (Fig. 1A), consistent with previous reports (Conklin *et al*., 2013; Lim *et al*., 2016). Exposure to high-light stress induced a time-dependent increase in ascorbate content in wild-type plants. In contrast, the *vtc3-3* mutant displayed only a minimal and statistically insignificant increase in ascorbate concentration. The ascorbate pool size in *vtc2-4* remained significantly lower than in wild-type plants under both low-light and high-light conditions. However, high-light stress markedly increased the ascorbate concentration in *vtc2-4* (Fig. 1A), corroborating previous findings (Terai *et al*., 2020; Hamada *et al*., 2023). The elevated concentrations of ascorbate after 48 h of high-light exposure were approximately 5.5 µmol g^−1^ fresh weight (FW) in the wild type, 3.4 µmol g^−1^ FW in *vtc2-4*, and 0.7 µmol g^−1^ FW in *vtc3-3* (Fig. 1B). Neither the *vtc2-4* nor the *vtc3-3* mutation affected the ascorbate redox state under either low- or high-light conditions. These results demonstrate that VTC3 is essential for the accumulation of ascorbate in response to high-light exposure.

**Fig. 1.**
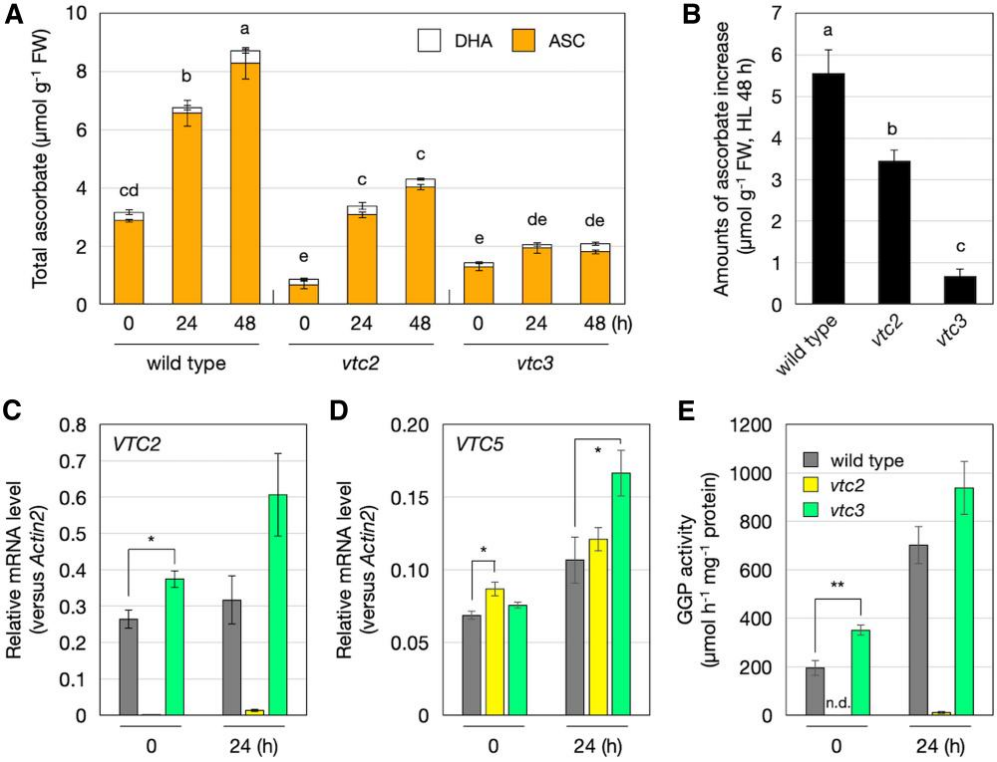
Ascorbate accumulation and GGP expression/activity in *vtc3-3* under high light. Wild-type, *vtc2-4*, and *vtc3-3* plants were grown in soil under low-light (40–60 μmol photons m^−2^ s^−1^) conditions for 3 weeks and then exposed to high-light stress (1500 μmol photons m^−2^ s^−1^) for 48 h. Fully expanded leaves were used in subsequent experiments. (A) Total ascorbate concentration, comprising the sum of reduced ascorbate (ASC) and dehydroascorbate (DHA) concentrations. (B) Increase in ascorbate concentration from before to after high-light exposure (48 h). In (A, B), data are presented as the mean ±SE of four biological replicates. Different letters indicate significant differences (*P*<0.05; one- or two-way ANOVA followed by Tukey–Kramer test). (C, D) Transcript levels of (C) *VTC2* and (D) *VTC5* determined using qPCR analysis. (E) GGP activity determined as GDP-D-glucose degrading activity. Data are presented as the mean ±SE of three biological replicates. Asterisks indicate significant differences between the wild type and mutant lines (*P<0.05, **P<0.01; Student’s *t*-test). In (C, E), because *VTC2* transcript levels and GGP activity were negligible in *vtc2-4*, statistical analysis was performed only between the wild type and *vtc3-3*. FW, fresh weight.

### VTC3 is not required for VTC2 expression or GGP enzyme activity

To test our first hypothesis—that VTC3 regulates the light-dependent activation of VTC2/GGP—we analyzed the transcript levels of *VTC2* and *VTC5* before and after 24 h of high-light exposure. In *vtc2-4* mutants, *VTC2* transcripts were nearly undetectable (Fig. 1C). In wild-type plants, the transcript levels of both *VTC2* and *VTC5* showed a modest increase in response to high-light stress. Intriguingly, these increases were more pronounced in *vtc3-3* mutants. This up-regulation of *VTC2* and *VTC5* in *vtc3-3* mutants may represent a compensatory response to ascorbate deficiency. However, no similar increase in *VTC5* expression was observed in *vtc2-4* mutants after high-light exposure (Fig. 1D), possibly because *vtc2-4* mutants retained higher ascorbate concentrations than *vtc3-3* mutants under high-light conditions (Fig. 1A).

To assess VTC2 protein levels, we obtained three anti-VTC2 antibodies targeting different VTC2 peptides. Unfortunately, none of these antibodies successfully detected VTC2 via western blotting, likely due to low antibody specificity or the very low abundance of VTC2 protein. As an alternative, we measured GGP activity using a Pi-dependent GDP-D-glucose degradation assay, a reliable indicator of endogenous GGP activity (Hamada *et al*., 2023). In wild-type plants, GGP activity increased in response to high-light exposure, whereas in *vtc2-4* mutants, activity was nearly undetectable (Fig. 1E). Notably, the absence of VTC3 did not reduce GGP activity; rather, it appeared to enhance it, consistent with the observed increase in *VTC2* and *VTC5* transcript levels in *vtc3-3* mutants. Contrary to our hypothesis, these results indicate that VTC3 is not essential for the expression and activity of GGP.

### VTC3 does not affect ascorbate redox enzyme activities or transcriptome profiles

We next speculated that VTC3 may contribute to ascorbate redox cycling rather than biosynthesis. To test this possibility, we examined the impact of VTC3 on glutathione concentrations and the activities of APX, DHAR, and MDAR. Plants grown on agar plates were used for these experiments. Two-week-old wild-type, *vtc2-4*, and *vtc3-3* plants on agar plates were exposed to moderate-light stress (650 µmol photons m^−2^ s^−1^) for 24 h. This stress increased the ascorbate concentration in both wild-type and *vtc2-4* plants, but this response was nearly absent in *vtc3-3* mutants, consistent with the data obtained from *in vivo* soil experiments (Fig. 2).

**Fig. 2.**
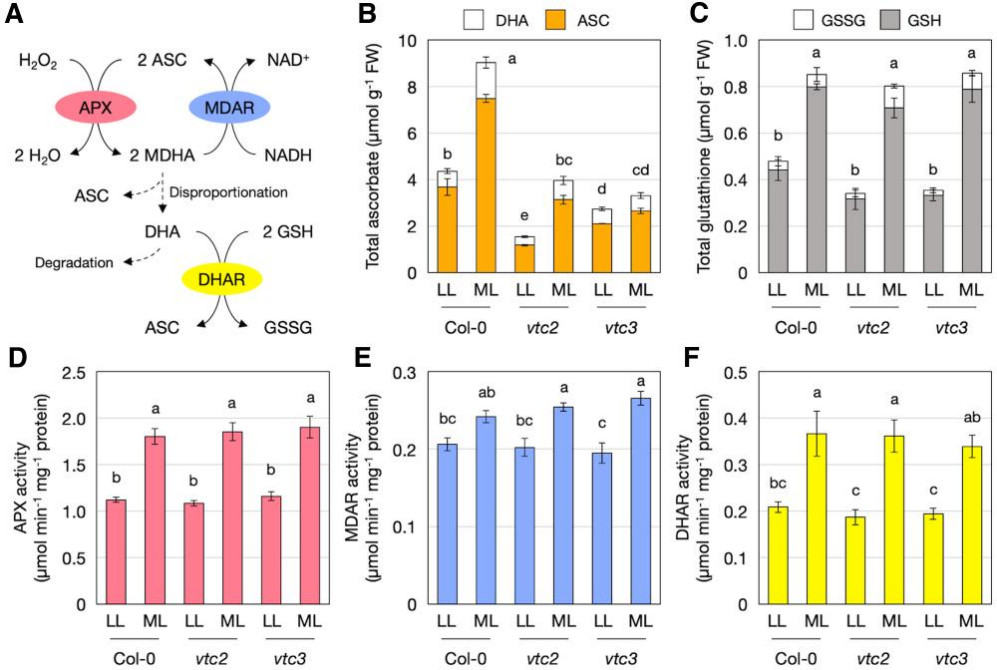
Antioxidant concentrations and enzyme activities related to ascorbate redox turnover in *vtc3-3* under high light. Wild-type, *vtc2-4*, and *vtc3-3* plants were grown on MS plates under low-light (40–60 μmol photons m^−2^ s^−1^) conditions for 2 weeks and then exposed to moderate-light stress (650 μmol photons m^−2^ s^−1^) for 24 h. (A) Ascorbate oxidation by ascorbate peroxidase (APX) and its recycling through monodehydroascorbate reductase (MDAR) and dehydroascorbate reductase (DHAR). ASC, reduced ascorbate; DHA, dehydroascorbate; GSH, reduced glutathione; GSSG, oxidized glutathione. (B) Total ascorbate content (sum of ASC and DHA contents). (C) Total glutathione content (sum of GSH and GSSG contents). (D) APX activity. (E) MDAR activity. (F) DHAR activity. Data are presented as the mean ±SE of three or four biological replicates. Different letters indicate significant differences (*P*<0.05; two-way ANOVA followed by Tukey–Kramer test). FW, fresh weight.

The size of the glutathione pool increased under moderate-light stress (650 µmol photons m^−2^ s^−1^) in all genotypes, with no significant differences observed among the wild type, *vtc2-4*, and *vtc3-3*. Additionally, APX, DHAR, and MDAR activities were up-regulated under these conditions, but neither the *vtc2-4* nor the *vtc3-3* mutation influenced their activities under either low-light or moderate-light stress conditions (Fig. 2). These findings suggest that VTC3 does not significantly affect ascorbate redox cycling.

To further investigate the function of VTC3, we performed transcriptome analysis. 

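RNA-seq counts the sequenced cDNA fragments that fall on each gene and so compares transcript levels between samples. Shoots of 9 samples were sequenced, with 3 samples of each genotype (the wild type, *vtc2-4*, and *vtc3-3*). The seedlings were 2 weeks old and had spent 2 d in darkness and then 6 h in light of 100 µmol photons. For the light before the dark period the paper's methods refer to 100 µmol photons and the legend of Fig. 3 gives 40 to 60 µmol photons, each per square metre and second. The authors mapped and counted the reads in CLC Genomics Workbench 9.5.2 and deposited raw counts and RPKM values for 28642 genes, with no genome build named. The counts used here were all reads on a gene, exons and introns together, without normalization. In wild-type replicates 1, 2, and 3, 5451616, 5070225, and 5853283 reads were counted on genes. The totals were 6765579, 7249548, and 6927544 reads in *vtc2-4* and 7567492, 5172710, and 4399733 reads in *vtc3-3*. The *vtc2-4* libraries were thus deeper than all 3 wild-type libraries, and the *vtc3-3* libraries spanned the widest range. From these counts, edgeR's quasi-likelihood test with TMM normalization was fitted to all 9 libraries, and p-values were adjusted by the Benjamini–Hochberg method over the 17388 genes that passed edgeR's filter on low counts.
Wild-type replicate 1 stood apart from the other 8 libraries. Its mean correlation with them, across genes of library-size-scaled log2 counts (log2 CPM), was 0.907, against 0.969 to 0.973 for the others. The first principal component, which held 51.9% of the variance, separated it from all other libraries. For each library, the deviation of a gene was taken as its log2 CPM minus the median of the other 8 libraries. Across genes, which are not independent replicates, the deviations of wild-type replicate 1 correlated with log2 exon length at r = −0.554, whereas those of the other 8 libraries gave r between −0.029 and 0.156. The 10 most abundant genes took 3.09% of the reads in this library and 4.37% to 4.74% in the others. With all 9 libraries, edgeR's common biological coefficient of variation was 0.186, and without wild-type replicate 1 it was 0.0521. The paper reports triplicate data, so the values here include all 9 libraries, and values without this library are given beside many of them.

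**Figure D1:**
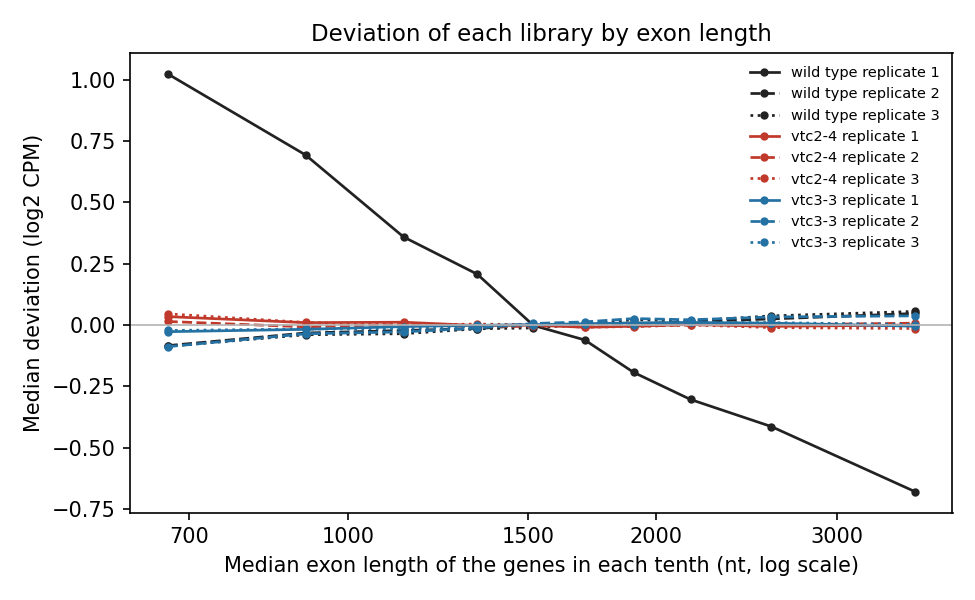
Median deviation of each library (log2 CPM minus the median of the other 8 libraries) in 10 equal groups of the tested genes ordered by exon length, against the median exon length of each group in nt on a log scale. Lines stand for single libraries, coloured by genotype. The median deviation of wild-type replicate 1 went from 1.02 in the group with the shortest exons to −0.68 in the group with the longest.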

For this experiment, a drastic light/dark shift was used instead of light stress to induce a stronger response. Two-week-old wild-type, *vtc2-4*, and *vtc3-3* plants grown on agar plates under low-light conditions were incubated in darkness for 2 d, followed by a 6 h exposure to growth light (100 µmol photons m^−2^ s^−1^). Differentially expressed genes (DEGs) (false discovery rate <0.05) were identified from triplicate datasets by comparing the mutants with wild-type plants (Fig. 3; Supplementary Table S2). 

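The targeted genes were examined first. *VTC2* (AT4G26850, chromosome 4, from 13499010 to 13501648 in the coordinates of the deposited table) had 2842, 3897, and 4500 reads in the 3 wild-type libraries and 47, 51, and 37 in *vtc2-4*. Its normalized count was 4151 ± 923 (SD, *n*=3) in the wild type and 39.2 ± 6.06 (SD, *n*=3) in *vtc2-4*, a log2 fold change of −6.72 (standard error 0.23, adjusted p = 1.2e-06, edgeR's quasi-likelihood test). *VTC3* (AT2G40860, chromosome 2, from 17053568 to 17057182) had 75, 95, and 110 reads in the wild type and 33, 20, and 12 in *vtc3-3*. Its normalized count was 103 ± 19.0 (SD, *n*=3) in the wild type and 22.0 ± 4.91 (SD, *n*=3) in *vtc3-3*, a log2 fold change of −2.19 (standard error 0.21, adjusted p = 0.0054, same test). This fall lost its call when *vtc3-3* replicate 2 was left out, where the adjusted p was 0.084, and with only the 2 genotypes compared, where it was 0.17. Neither gene changed in the other mutant, with adjusted p = 0.93 for *VTC3* in *vtc2-4* and 0.98 for *VTC2* in *vtc3-3*.
At an adjusted p under 0.05, 104 genes differed between *vtc2-4* and the wild type, of which 74 were up-regulated and 30 down-regulated. In *vtc3-3*, 4 genes passed the same threshold. *CuAO1* (AT1G62810) was up-regulated, and *MRD1* (AT1G53480), AT1G67105, and *VTC3* were down-regulated. The choice that moved these counts most was leaving out wild-type replicate 1, with which 1066 genes in *vtc2-4* (535 up-regulated and 531 down-regulated) and 120 in *vtc3-3* (51 and 69) passed the threshold. With any one of the other libraries left out in turn, *vtc2-4* had between 32 and 70 genes and *vtc3-3* between 1 and 4. In all 9 of these fits, more genes passed in *vtc2-4* than in *vtc3-3*.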

In total, over 200 genes were differentially expressed in *vtc2-4* mutants, whereas only 24 genes, including *VTC3* itself, were affected in *vtc3-3* mutants. Among these, seven genes were commonly affected in both mutants. 

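Supplementary Table S2 lists the 7 shared genes. All 7 moved in the same direction in both mutants in these counts, 4 upward and 3 downward, and all 7 had unadjusted p-values under 0.05 in both comparisons. The study chose them on these libraries for a change in both mutants, so this is not independent evidence. Adjusted over all genes tested, 6 of the 7 passed 0.05 in *vtc2-4* and 1 passed in *vtc3-3*, while without wild-type replicate 1 all 7 passed in both mutants. *CuAO1*, a copper amine oxidase gene (chromosome 1, from 23257726 to 23261966), was the shared gene that passed in both. Its normalized count was 43.5 ± 9.80 (SD, *n*=3) in the wild type, 127 ± 3.03 (SD, *n*=3) in *vtc2-4*, and 147 ± 5.31 (SD, *n*=3) in *vtc3-3*. The log2 fold changes were 1.54 (standard error 0.17, adjusted p = 0.0028) and 1.75 (standard error 0.17, adjusted p = 0.0054; edgeR's quasi-likelihood test). In *vtc3-3* this call was lost without *vtc3-3* replicate 2 (adjusted p = 0.084), with only the 2 genotypes compared (0.17), and with length trends removed (0.066), the last a setting chosen after the values were seen. The largest change among the 7 was that of AT5G19120, whose log2 fold change was 3.22 (standard error 0.29) in *vtc2-4* and 1.48 (standard error 0.30) in *vtc3-3*. Its adjusted p was 0.0015 in *vtc2-4* and 0.63 in *vtc3-3* (edgeR's quasi-likelihood test). *GSTU1* (AT2G29490) was the member that missed the threshold in *vtc2-4*, with 470 reads in wild-type replicate 1 and 193 and 170 in the other wild-type libraries. Over all genes tested, 2 passed the threshold in both mutants in the same direction, *CuAO1* and AT1G67105, and without wild-type replicate 1 there were 79.
Both comparisons used the same wild-type libraries, which alone makes their fold changes correlate. Across genes, Pearson's r between the log2 fold changes of the mutants was 0.681. In 50 simulations in which no gene changed, the mean r was 0.507 when one spread was drawn for all libraries and 0.856 when each genotype had its own spread. Without wild-type replicate 1, r was 0.579, and the simulations gave 0.619 and 0.604. The observed value therefore did not exceed what the shared controls produced in 3 of these 4 simulations. In those 3 it lay below the whole simulated range, so simulations in which no gene changed do not describe these data. They also used differences of mean log2 CPM, whereas the observed r used fitted fold changes. The correlation thus cannot decide whether changes are shared.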

The relatively minor transcriptomic impact of VTC3 compared with VTC2 likely reflects the weaker ascorbate-deficient phenotype of *vtc3-3*. 

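The size of the changes was compared without a threshold on the adjusted p. Over the 17388 genes tested, the SD of the log2 fold changes was 0.41 in *vtc2-4* and 0.37 in *vtc3-3*, and the median absolute log2 fold change was 0.22 and 0.21, respectively. Changes over 2-fold were seen for 357 genes in *vtc2-4* and 199 genes in *vtc3-3*. Unadjusted p-values under 0.05 were obtained for 1722 genes in *vtc2-4* and 1084 in *vtc3-3*, where 869.4 are expected when no gene changes. Leaving out wild-type replicate 1 brought the median absolute log2 fold change to 0.13 in *vtc2-4* and 0.11 in *vtc3-3*, with 3137 and 1563 genes at an unadjusted p under 0.05. Between the mutants, where no wild-type library enters, the median was 0.12 with all 9 libraries. These medians hold the spread between libraries as well as changes of expression, so they do not by themselves compare the impact of the mutations.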

GO enrichment analysis showed that ‘defense response to pathogens’ was the most enriched GO term among the 12 genes up-regulated in *vtc3* mutants (Fig. 3). Furthermore, down-regulated genes specific to *vtc3-3* included cytochrome P450 superfamily protein (AT3G44970), transmembrane protein (AT5G01881), mto1 responding down 1 (AT1G53480), and phosphoinositide 4-kinase gamma 1 (AT2G40850), none of which are known to be directly associated with ascorbate metabolism (Supplementary Table S2). These results suggest that VTC3 plays a more limited role in transcriptomic regulation than VTC2.

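The GO enrichment was not rerun because the reference files held no GO annotation. Of the 12 genes up-regulated only in *vtc3-3* in Supplementary Table S2, 8 passed the filter on low counts. All 8 had higher levels in *vtc3-3*, with unadjusted p-values under 0.05, and none passed an adjusted p under 0.05 over all genes (smallest adjusted p = 0.19, edgeR's quasi-likelihood test). All 8 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. Once wild-type replicate 1 was left out, 11 of the 12 could be tested and 8 passed over all genes. *HAI1* (AT5G59220), a protein phosphatase gene, had a normalized count of 45.8 ± 3.02 (SD, *n*=3) in the wild type and 96.1 ± 16.8 (SD, *n*=3) in *vtc3-3*, a log2 fold change of 1.07 (standard error 0.17). *FRK1* (AT2G19190), a receptor-like kinase gene, had 3, 4, and 4 reads in the wild type and 23, 26, and 17 in *vtc3-3*. Several of these genes were near the detection limit. *OSM34* (AT4G11650) had 0, 1, and 0 reads in the wild type and 35, 16, and 8 in *vtc3-3*, and *DOX1* (AT3G01420) had 1, 0, and 0 against 26, 10, and 12. Expression also varied between replicates of *vtc3-3*, where *LURP1* (AT2G14560) had 58, 26, and 114 reads.
A list of 20 salicylic acid and pathogen response genes had 16 tested members and 3 in Supplementary Table S2. The list was written before the counts were seen but after that table had been read. Its mean log2 fold change in *vtc3-3* was 0.48, with 10 of the 16 genes above the wild type in mean log2 CPM and 11 by the fitted fold change. The set test camera, adjusted over 21 pairs of list and comparison, gave an adjusted p of 0.092. Over all genes, 0 of the 16 passed, with 4 unadjusted p-values under 0.05, while 1 passed without wild-type replicate 1 (adjusted p = 0.042, edgeR's quasi-likelihood test) and 2 passed with DESeq2. Within *vtc3-3*, the mean log2 CPM of the list was 2.66, 2.92, and 3.80 in replicates 1, 2, and 3, compared with 2.45 to 2.88 in the wild type. Without *vtc3-3* replicate 3 the mean log2 fold change was 0.16 (adjusted p = 0.77, camera in limma). Without wild-type replicate 1 it was 0.61 (adjusted p = 5.5e-04, camera in limma), and the list also passed without *vtc3-3* replicate 1 (0.70, adjusted p = 0.0013) or replicate 2 (0.59, adjusted p = 0.018). Over all lists and comparisons, 10 of the 21 pairs passed with all 9 libraries. Of 100 splits of these libraries into groups, 37 gave at least as many, so a camera result on its own says little here.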

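The 4 genes differed in how many reads supported the fall. *MRD1* (chromosome 1, from 19963047 to 19964712) had 209, 154, and 184 reads in the wild type, 198, 182, and 201 in *vtc2-4*, and 2, 9, and 6 in *vtc3-3*. Its log2 fold change in *vtc3-3* was −5.01 (standard error 0.36, adjusted p = 0.0013, edgeR's quasi-likelihood test), and it stayed between −5.56 and −4.38 with each library left out in turn, past the threshold in all 9 fits. The call was lost with only the 2 genotypes compared (adjusted p = 0.096) and with uniquely mapped reads (log2 fold change −3.66, adjusted p = 0.083). The gene AT1G53490 overlaps *MRD1* on the opposite strand in the TAIR10.1 annotation, and the use of strand in counting is not stated, so its count is uncertain to that extent. The *PI4KG1* gene (AT2G40850, phosphoinositide 4-kinase gamma 1) had 14, 15, and 25 reads in the wild type, 21, 19, and 31 in *vtc2-4*, and none in any *vtc3-3* library. Counts up to 3 were treated as the detection limit, a limit set in advance and not measured. With that limit, the level in *vtc3-3* was at least 5.91-fold lower than in the wild type, and at least 6.59-fold without wild-type replicate 1. Its adjusted p was 0.085 over all genes, and 4.0e-04 without wild-type replicate 1 (edgeR's quasi-likelihood test). AT5G01881 had 30, 9, and 6 reads in the wild type, 7, 0, and 17 in *vtc2-4*, and none in *vtc3-3*, a level at least 4.95-fold lower (adjusted p = 0.63, same test), which becomes at least 2.55-fold without wild-type replicate 1 (adjusted p = 0.16). This gene overlaps AT5G01880 in the TAIR10.1 annotation. AT3G44970 (chromosome 3, from 16432443 to 16434848) had a normalized count of 40.4 ± 2.79 (SD, *n*=3) in the wild type and 16.5 ± 2.41 (SD, *n*=3) in *vtc3-3*. Its log2 fold change was −1.27 (standard error 0.21, adjusted p = 0.19) and became significant only without wild-type replicate 1 (adjusted p = 0.031, edgeR's quasi-likelihood test) among the fits that each left out one library. In *vtc2-4* the same gene fell by 0.89 on the log2 scale (standard error 0.19, adjusted p = 0.10, and 0.039 without wild-type replicate 1).

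**Figure D2:**
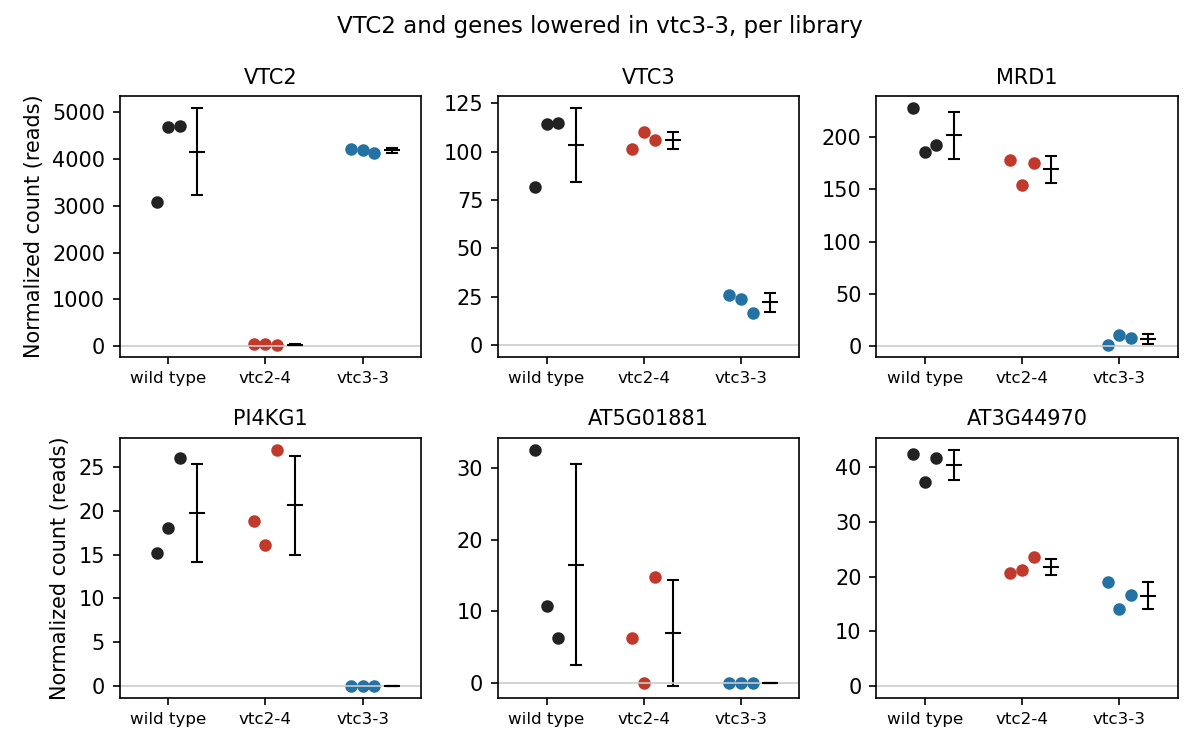
Normalized read counts of *VTC2*, *VTC3*, and the 4 genes down-regulated only in *vtc3-3* in each library, by genotype. Coloured points are single libraries, and the black bar and whiskers to their right give the mean and SD of 3 libraries. Each panel has its own linear axis. *PI4KG1* and AT5G01881 lie at 0 in all 3 *vtc3-3* libraries.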

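A gene that passes a threshold in one mutant and not in the other is not thereby shown to differ between them, so *vtc3-3* was also tested against *vtc2-4* directly. At an adjusted p under 0.05, 61 genes differed, 49 of them lower and 12 higher in *vtc3-3* than in *vtc2-4*, and all 61 also pass a false discovery rate of 0.05 in the authors' deposited table of that comparison. Of the 117 tested genes that Supplementary Table S2 lists as up-regulated in *vtc2-4*, 116 were lower in *vtc3-3* than in *vtc2-4*, and 46 of these differences passed the threshold. The study chose these genes for their high level in the same *vtc2-4* libraries, which favours this direction, so the counts are not independent evidence of a difference. In *vtc3-3* against the wild type, 97 of the 117 were higher and 1 passed, with 38 unadjusted p-values under 0.05. The shared wild-type libraries alone favour this direction. In the simulations in which no gene changed, the 104 genes with the largest change in *vtc2-4* mostly had the same sign in *vtc3-3*. The mean share was 90.8% (one spread for all libraries) or 99.5% (a spread for each genotype). For the 104 genes called in *vtc2-4*, the observed share was 86.5%, or 90 genes. The simulations held no gene that truly rose in *vtc2-4* and did not cover the list of 117. The 97 therefore cannot decide whether a change is shared. With wild-type replicate 1 left out, 118 were tested, of which 102 were higher in *vtc3-3* than in the wild type and 14 passed, while 117 were lower than in *vtc2-4* and 105 of these differences passed. Without wild-type replicate 1, the direct comparison gave 1191 genes, 635 lower and 556 higher in *vtc3-3*, although that library is in neither mutant, because all 3 genotypes share one estimate of the spread. Fitted to the 6 mutant libraries alone, it gave 1167 genes, 621 lower and 546 higher. With any one mutant library left out, the direct comparison gave between 8 and 31 genes. Without wild-type replicate 2 it gave 54, and without wild-type replicate 3 it gave 61.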

**Fig. 3.**
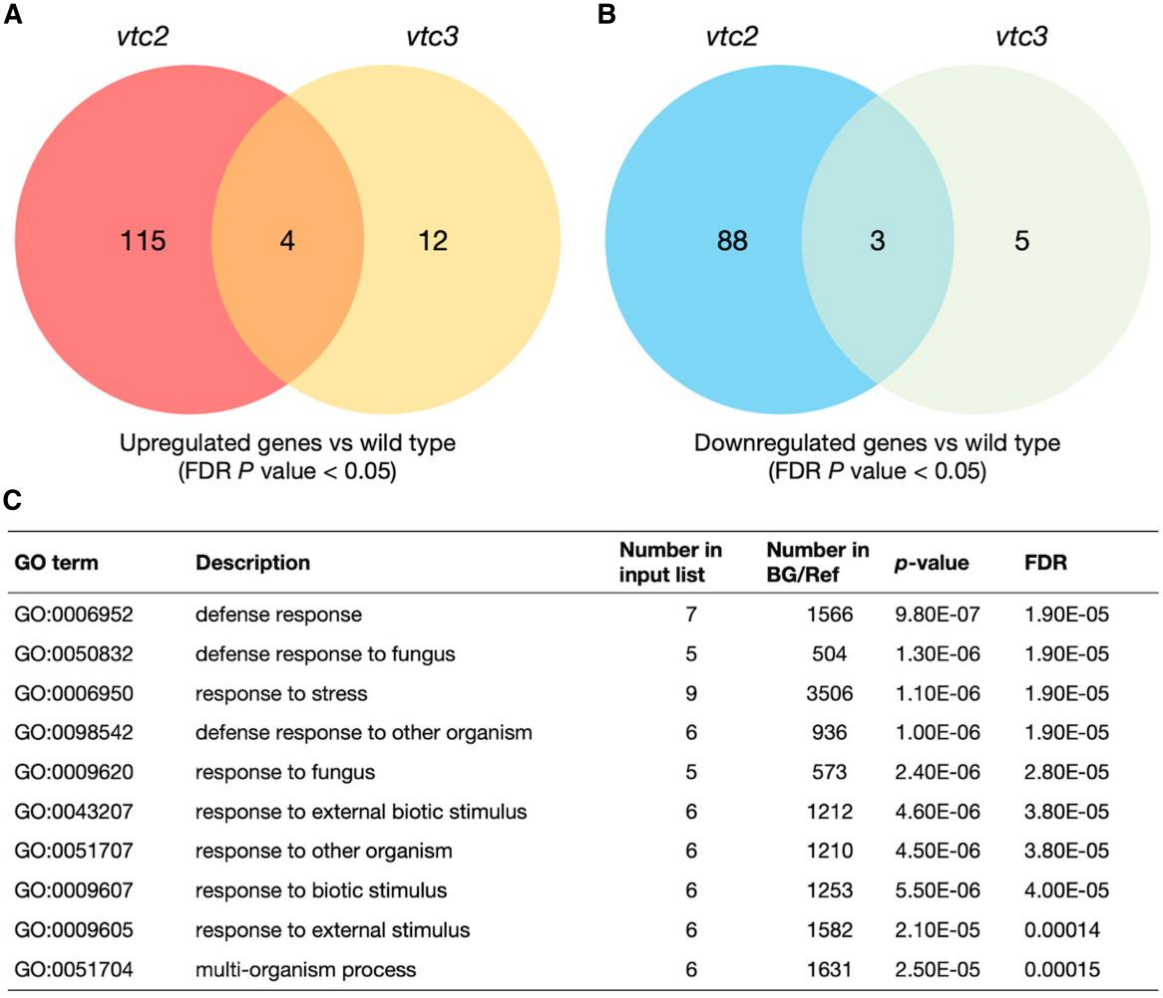
Transcriptomic changes in *vtc2-4* and *vtc3-3*. Wild-type, *vtc2-4*, and *vtc3-3* plants were grown on MS plates under low-light (40–60 μmol photons m^−2^ s^−1^) conditions for 2 weeks and then incubated in darkness for 2 d (to reduce the ascorbate pool size), followed by a 6 h exposure to light (100 µmol photons m^−2^ s^−1^). From the triplicate data, we selected the genes whose expression was significantly up-regulated (false discovery rate <0.05) in *vtc2-4* or *vtc3-3* compared with the wild-type plants. (A, B) Venn diagrams showing the overlap between sets of genes up-regulated (A) or down-regulated (B) in *vtc2-4* and *vtc3-3*. (C) Gene Ontology (GO) enrichment analysis (biological process) of 12 genes whose expression was up-regulated in *vtc3-3* compared with the wild-type plants. (C) GO terms enriched in genes whose expression was specifically promoted in *vtc3-3*. BG, background; Ref, reference.

### Simultaneous loss of VTC2 and VTC3 exacerbates ascorbate deficiency and increases light-stress sensitivity

To test our second hypothesis that the simultaneous loss of VTC2 and VTC3 would result in additive or synergistic effects on ascorbate pool size, we generated *vtc2-4 vtc3-3* double mutants and analyzed them under both low- and high-light conditions. Homozygous double mutants were identified by genotyping the F_2_ population following crossing (Supplementary Fig. S2). Compared with single mutants, the double mutants exhibited the lowest ascorbate concentrations, retaining only approximately 51% of the ascorbate content observed in *vtc2-4* single mutants, equivalent to ∼14% of wild-type concentrations (Fig. 4). Notably, except for mutants entirely lacking detectable ascorbate (e.g. *vtc2 vtc5* double mutants), *vtc2-4 vtc3-3* double mutants displayed the lowest ascorbate concentrations reported among ascorbate-deficient mutants. Despite these extremely low concentrations, their growth under low-light conditions for 3 weeks was comparable to that of wild-type plants and single mutants (Fig. 4), suggesting that even 14% of wild-type ascorbate concentrations is sufficient to support Arabidopsis growth under controlled laboratory conditions.

**Fig. 4.**
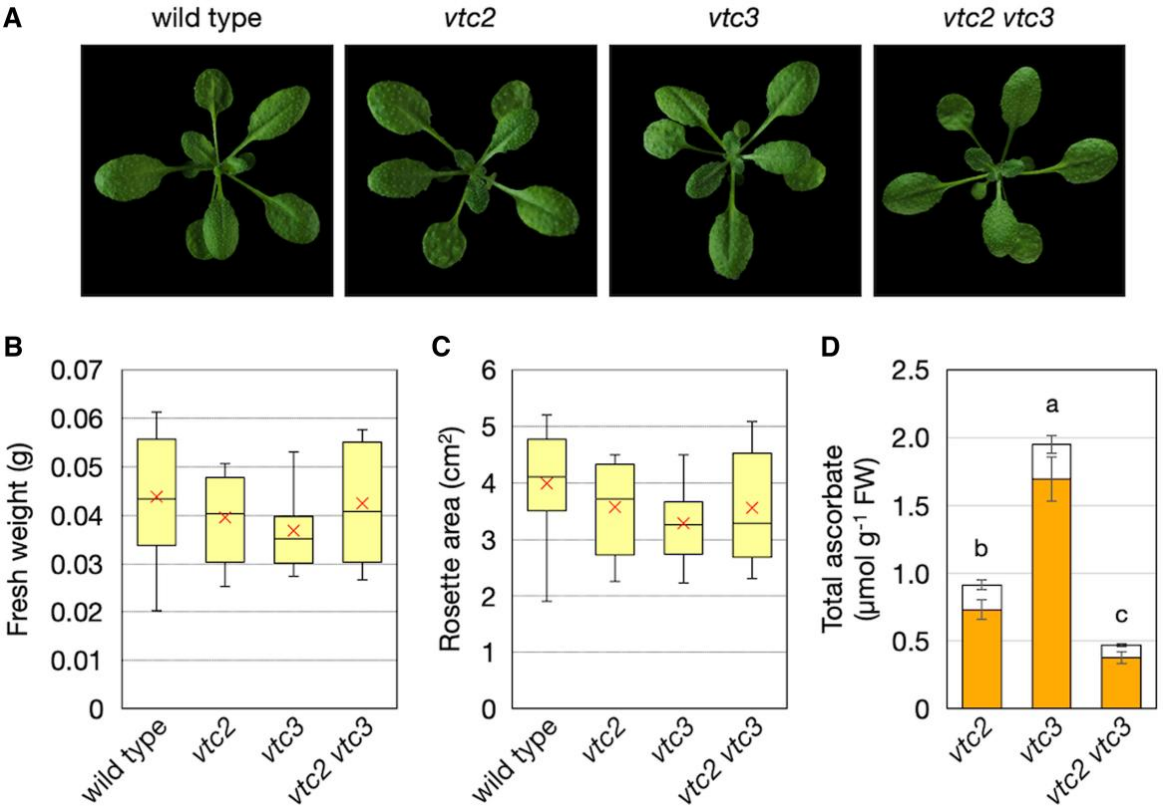
Phenotypes and ascorbate profiles of *vtc2-4 vtc3-3* double mutants. Wild-type, *vtc2-4*, *vtc3-3*, and *vtc2-4 vtc3-3* plants were grown in soil under low-light (40–60 μmol photons m^−2^ s^−1^) conditions for 3 weeks. Fully expanded leaves were used for ascorbate measurements. (A) Representative phenotypes of plants. (B, C) Box plots illustrating fresh weights (B) and rosette area (C). Horizontal bars and crosses within the boxes represent the median and mean values from 12 biological replicates, respectively, and boxes represent the 25th and 75th percentiles. The outer error bars (whiskers) represent maximum and minimum values. There was no significant difference between genotypes (one-way ANOVA). (D) Total ascorbate concentration, comprising the sum of reduced ascorbate (ASC) and dehydroascorbate (DHA) concentrations. Data are presented as the mean ±SE of five biological replicates. Different letters indicate significant differences (*P*<0.05; one-way ANOVA followed by Tukey–Kramer test). FW, fresh weight.

When exposed to high-light stress for 24 h, *vtc2-4* and *vtc3-3* single mutants exhibited photobleaching, primarily in older leaves (Fig. 5). In contrast, the *vtc2-4 vtc3-3* double mutants displayed a more severe photobleaching phenotype, extending to mature leaves, and exhibited the most pronounced cell death, consistent with their extremely low ascorbate content. Reflecting these phenotypes, the reduction in the maximum quantum yield of photosystem II (F_v_/F_m_) under high-light stress was most pronounced in the double mutants (Fig. 5), indicating severe damage to photosynthesis. To test whether the heightened light sensitivity of the double mutants is attributable to ascorbate deficiency, we conducted a chemical complementation experiment using sodium ascorbate. Detached leaves from 3-week-old *vtc2-4 vtc3-3* plants were floated on buffer with or without 10 mM sodium ascorbate under continuous light for 24 h, followed by 24 h of high-light exposure. Under these conditions, clear leaf bleaching and intense trypan blue staining were observed only in *vtc2-4 vtc3-3* leaves without sodium ascorbate treatment. Notably, these symptoms were completely abolished by sodium ascorbate treatment (Supplementary Fig. S3), indicating that the severe photooxidative damage in the double mutants is primarily due to their profound ascorbate deficiency.

**Fig. 5.**
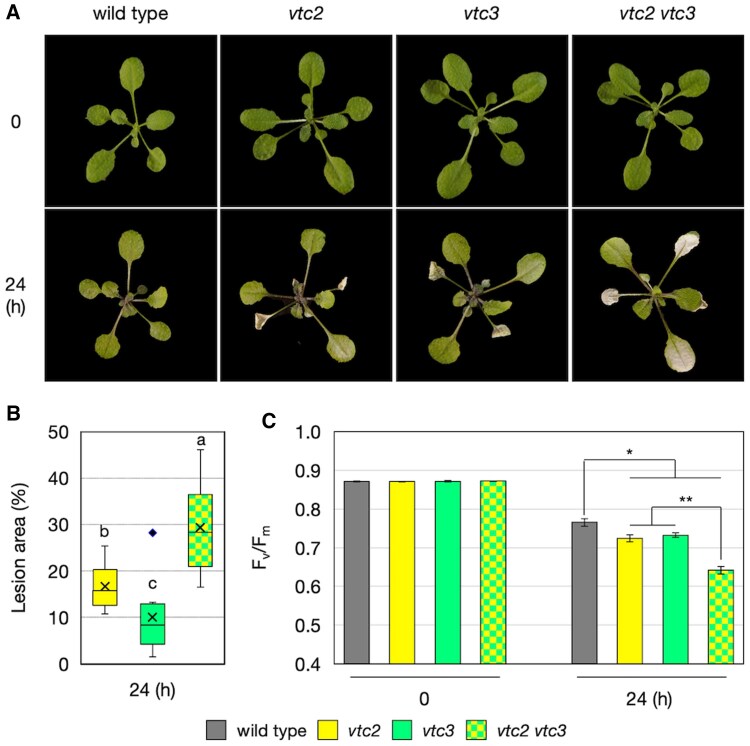
Sensitivity of *vtc2-4 vtc3-3* double mutants to high-light stress. Wild-type, *vtc2-4*, *vtc3-3*, and *vtc2-4 vtc3-3* plants were grown in soil under low-light (40–60 μmol photons m^−2^ s^−1^) conditions for 3 weeks and then exposed to high-light stress (1500 μmol photons m^−2^ s^−1^) for 24 h. (A) Representative phenotypes of plants before and after high-light stress. (B) Box plots illustrating the lesion area (% of whole rosette area). Data were obtained from nine plants per genotype in three independent experiments. As wild-type plants showed no lesions, lesion area analysis was not performed. Horizontal bars and crosses within the boxes represent the median and mean values from five biological replicates, respectively, and boxes represent the 25th and 75th percentiles. The outer error bars (whiskers) represent the maximum and minimum values, and the diamond represents an outlier. Different letters indicate significant differences (*P*<0.05; one-way ANOVA followed by Tukey–Kramer test). (C) The maximum quantum yield of photosystem II (F_v_/F_m_) before and after high-light stress. Asterisks indicate significant differences between genotypes (*P<0.05, **P<0.01; one-way ANOVA followed by Tukey–Kramer test).

Considering the heightened sensitivity of the *vtc2-4 vtc3-3* mutants to high-light stress, we measured the ascorbate concentrations in wild-type plants and mutants during the early stages of high-light exposure (6 h and 12 h). The ascorbate concentrations in wild-type plants and *vtc2-4* mutants increased approximately 1.5-fold by 12 h after high-light exposure (Fig. 6), but there was no statistically significant difference. Furthermore, no significant increase in ascorbate concentrations was observed in *vtc3-3* or *vtc2-4 vtc3-3* mutants. However, the early-stage increase in ascorbate in wild-type plants and *vtc2-4* mutants was relatively modest (Fig. 6), making detailed comparisons between mutants challenging.

**Fig. 6.**
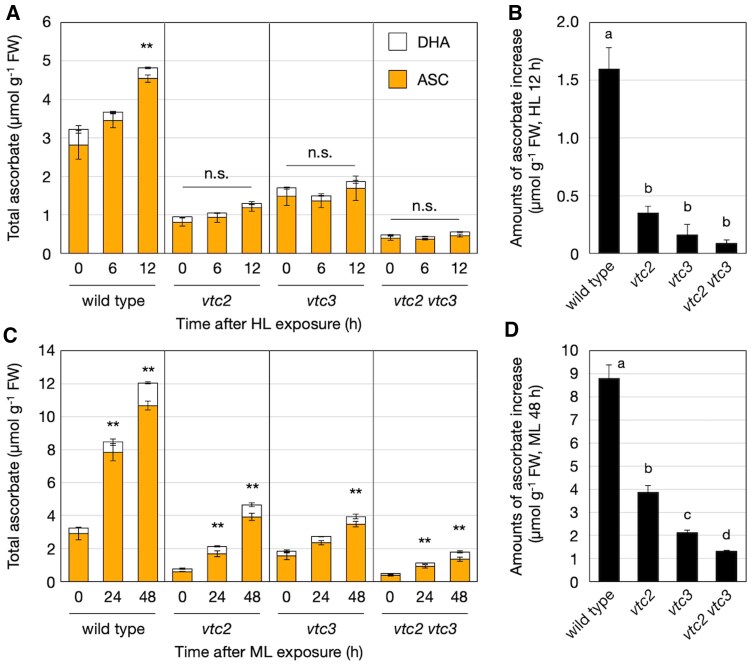
Ascorbate profiles in *vtc2-4 vtc3-3* under high-light (HL) or moderate-light (ML) stress. Wild-type, *vtc2-4*, *vtc3-3*, and *vtc2-4 vtc3-3* plants were grown in soil under low-light (40–60 μmol photons m^−2^ s^−1^) conditions for 3 weeks and then exposed to high-light stress (1500 μmol photons m^−2^ s^−1^) for 24 h (A, B), or to moderate-light stress (750 μmol photons m^−2^ s^−1^) for 48 h (C, D). Fully expanded leaves were used for ascorbate measurements. (A, C) Total ascorbate concentration, comprising the sum of reduced ascorbate (ASC) and dehydroascorbate (DHA) concentrations. Data are presented as the mean ±SE of three or four biological replicates. Significant differences between data before (0 h) and after light stress for each genotype are indicated with asterisks ( **P<0.01; one-way ANOVA with Dunnett’s *post hoc* test for total content). (B, D) Increases in the concentrations of ascorbate from before to after HL or ML exposure (24 h or 48 h, respectively). Data are presented as the mean ±SE of three or four biological replicates. Different letters indicate significant differences (*P*<0.05; one-way ANOVA followed by Tukey–Kramer test). FW, fresh weight; n.s., not significant.

To further investigate the ascorbate accumulation response under different light intensities, we conducted similar experiments under moderate-light conditions (750 µmol photons m^−2^ s^−1^). Under this moderate-light stress, ascorbate accumulation was observed even in *vtc3-3* and *vtc2-4 vtc3-3* mutants; however, the increase was significantly smaller compared with *vtc2-4*, with the double mutants exhibiting the lowest stress-induced ascorbate accumulation (Fig. 6). These results demonstrate that the simultaneous knockout of VTC2 and VTC3 severely limits both steady-state ascorbate concentrations and stress-induced ascorbate accumulation, thereby dramatically increasing sensitivity to photooxidative stress.

### Impaired induction of non-photochemical quenching in vtc2-4 vtc3-3 double mutants

As ascorbate is implicated in the induction of NPQ (Müller-Moulé *et al*., 2004), a photoprotective mechanism that dissipates excess absorbed light energy as heat, we investigated how the severe ascorbate deficiency in *vtc2-4 vtc3-3* double mutants affects NPQ. Plants were grown under low-light conditions for 3 weeks before being subjected to high-light stress for 24 h. Under low-light conditions, NPQ induction was partially suppressed in all mutants compared with wild-type plants, with statistically significant but relatively small differences (Fig. 7A, C). Among the single mutants, *vtc2-4* exhibited a greater reduction in NPQ induction compared with *vtc3-3*, consistent with its lower ascorbate pool size. Although the *vtc2-4 vtc3-3* double mutants showed a trend toward further reduced NPQ values, the difference was not statistically significant compared with *vtc2-4* single mutants. Following high-light exposure, NPQ suppression was most pronounced in *vtc2-4 vtc3-3* double mutants, with NPQ being significantly lower than in either *vtc2-4* or *vtc3-3* single mutants (Fig. 7B, D). Interestingly, although *vtc2-4* exhibited lower NPQ values than *vtc3-3* under low-light conditions (Fig. 7C), this difference disappeared under high-light stress (Fig. 7D). These variations in NPQ induction closely paralleled the differences in ascorbate pool sizes among the mutants. These findings provide new insights into the relationship between NPQ induction and ascorbate concentrations, highlighting the additive effects of *vtc2-4* and *vtc3-3* mutations on NPQ suppression under high-light stress. The results suggest that ascorbate plays a critical role in NPQ induction under both low- and high-light conditions and that VTC2 and VTC3 contribute to this regulation through their roles in ascorbate accumulation.

**Fig. 7.**
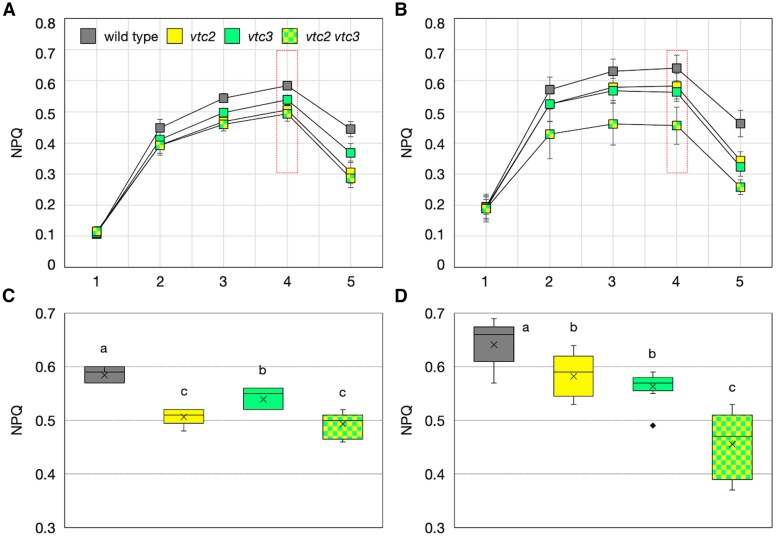
Non-photochemical quenching (NPQ) in *vtc2-4 vtc3-3* before and after high-light stress. Wild-type, *vtc2-4*, *vtc3-3*, and *vtc2-4 vtc3-3* plants were grown in soil under low-light (40–60 μmol photons m^−2^ s^−1^) conditions for 3 weeks and then exposed to high-light stress (1500 μmol photons m^−2^ s^−1^) for 24 h. (A, B) NPQ induction upon the onset of actinic light (90 µmol photons m^−2^ s^−1^) before (A) and after (B) stress. Data are presented as the mean ±SE of three or four biological replicates. The red dashed boxes indicate the data points used for statistical analysis. (C, D) Box plots illustrating NPQ data before (C) and after (D) stress, corresponding to the areas outlined with red dashed boxes in (A) and (B), respectively. Horizontal bars and crosses within the boxes represent the median and mean values from 12 biological replicates, respectively, and boxes represent the 25th and 75th percentiles. The outer error bars (whiskers) represent maximum and minimum values, and the diamond represents an outlier. Different letters indicate significant differences (*P*<0.05; one-way ANOVA followed by Tukey–Kramer test).

## Discussion

Among the *vtc* mutant series, *vtc3* is the only mutant with a mutation in a gene that does not encode a biosynthetic enzyme (Conklin *et al*., 2013). VTC3 is a unique protein containing both protein kinase and phosphatase domains and is essential for ascorbate accumulation in response to continuous exposure to growth light. Given that VTC2/GGP is the rate-limiting enzyme in ascorbate biosynthesis and that its expression and activity are enhanced by light, we initially hypothesized that VTC3 regulates ascorbate biosynthesis at the VTC2/GGP step. However, this hypothesis was strongly refuted, as the loss of VTC3 did not reduce *VTC2/VTC5* transcription or GGP activity (Fig. 1). As previously reported, VTC2 translation is controlled by ascorbate via an open reading frame in the 5′-untranslated region of the *VTC2* gene (Laing *et al*., 2015). Because we were unable to examine VTC2/GGP expression at the protein level, we cannot entirely rule out the possibility that VTC3 influences VTC2 translation. However, if this were the case, the absence of VTC3 would likely lead to reduced GGP activity, which was not observed (Fig. 1). Thus, we conclude that VTC3 is not required for the expression and activity of VTC2/GGP.

We also found that the loss of VTC3 did not affect glutathione profiles or the activities of APX, DHAR, and MDAR (Fig. 2). Since we did not examine the expression or activity of individual isoforms of these enzymes, we cannot rule out the possibility that VTC3 affects ascorbate redox cycling in specific compartments. However, recent studies have demonstrated that the complementary actions of MDARs, DHARs, and glutathione maintain a robust ascorbate recycling system in Arabidopsis (Maruta *et al*., 2024). For instance, the loss of all three *DHAR* genes has a negligible impact on ascorbate contents, even under stress conditions (Rahantaniaina *et al*., 2017; Terai *et al*., 2020). Considering the resilience of the ascorbate recycling system, it is unlikely that VTC3 plays a role in regulating ascorbate redox cycling. Another possible function of VTC3 could be the inhibition of ascorbate degradation. However, this is also unlikely, as ascorbate degradation begins with DHA, and ascorbate recycling capacity was unaffected in *vtc3* mutants.

Since VTC3 contains both protein kinase and phosphatase domains, it was also plausible that it mediates light-dependent signaling pathways to enhance ascorbate pool size. However, transcriptome analysis revealed that only a limited number of genes were specifically up- or down-regulated in *vtc3-3* mutants (Fig. 3), and none had known associations with ascorbate metabolism. However, one of the genes down-regulated in *vtc3-3* mutants encodes phosphoinositide 4-kinase gamma 1 (PI4Kγ1). 

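A pair of lists, written before the counts were seen but after Supplementary Table S2 had been read, covered ascorbate metabolism. Of 10 genes of ascorbate biosynthesis, all tested, 0 passed an adjusted p under 0.05 in *vtc3-3* against the wild type, and none had an unadjusted p under 0.05. Their log2 fold changes ran from −0.55 for *DIN9* to 0.19 for *GLDH*. Of 15 genes of the ascorbate redox cycle, 12 were tested and 0 passed, with 1 unadjusted p under 0.05, and the extremes were −0.72 for *DHAR2* and 0.32 for *MDAR6*. With all 9 libraries, 0 genes of either list passed when adjusted over the list alone. As sets, their mean log2 fold changes in *vtc3-3* were −0.06 for biosynthesis (camera, adjusted p = 0.70) and −0.07 for the redox cycle (adjusted p = 0.20). Without wild-type replicate 1, the biosynthesis genes lay between −0.17 and 0.08 and the redox-cycle genes between −0.37 and 0.07, again with 0 past the threshold over all genes. In that fit, 1 biosynthesis gene, *VTC2*, and 2 redox-cycle genes had an unadjusted p under 0.05, and adjusted over the list alone 0 biosynthesis genes and 2 redox-cycle genes passed. As a set, the redox-cycle list passed in *vtc3-3* in that fit with a mean log2 fold change of −0.08 (adjusted p = 0.016, camera). Given the splits described above, such a camera result on its own says little. In *vtc2-4*, *VTC2* was the only gene of the lists that passed with all 9 libraries, and 1 redox-cycle gene passed as well once wild-type replicate 1 was left out (adjusted p = 0.038, edgeR's quasi-likelihood test).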

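In the deposited table, *PI4KG1* lies on chromosome 2 from 17051123 to 17053292, directly beside *VTC3*. In the TAIR10.1 annotation, used here for neighbours and strand only, *PI4KG1* is on the plus strand and *VTC3* on the minus strand, so their 3′ ends adjoin. The gene was also lower in *vtc3-3* than in *vtc2-4* (adjusted p = 0.014, edgeR's quasi-likelihood test), and it did not differ between *vtc2-4* and the wild type (adjusted p = 0.94). Among the 10 annotated genes on each side of *VTC3*, 15 were tested, 0 passed an adjusted p under 0.05, and 2 had an unadjusted p under 0.05. With no filter on low counts, *PI4KG1* passed the threshold, and 0.28% of 10000 randomly drawn sites had as many genes past it. The other tested neighbours changed by at most 0.76 on the log2 scale. Around *VTC2*, 12 of the 20 nearest genes were tested in *vtc2-4*, of which 0 passed and 2 had an unadjusted p under 0.05, and the largest change was a fall of 2.12 on the log2 scale. Without wild-type replicate 1, *PI4KG1* passed beside *VTC3*, a count that 7.94% of random sites reached, and 2 genes passed around *VTC2*, a count that 18.01% of random sites reached. These 2, AT4G26860 and AT4G26950, are named after their values were seen, and 4 of the 12 then had an unadjusted p under 0.05.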

Although this gene has not been directly linked to ascorbate metabolism, it may affect the pool size of *myo*-inositol, a potential precursor of ascorbate in the alternative biosynthetic pathway (Lorence *et al*., 2004). While the physiological relevance of this pathway in Arabidopsis remains under debate (Maruta, 2022), the potential role of PI4Kγ1 in regulating ascorbate concentrations through *myo*-inositol metabolism warrants further investigation. GO enrichment analysis identified ‘defense response to pathogens’ as the most enriched term among the 12 genes whose expression was specifically enhanced in *vtc3* mutants (Fig. 3; Supplementary Table S2). This finding aligns with previous observations in *vtc1* mutants, in which ascorbate deficiency was linked to enhanced pathogen responses (Pastori *et al*., 2003). Thus, the transcriptional activation of some defense-related genes in *vtc3-3* mutants is likely a secondary effect of ascorbate deficiency rather than associated with the direct involvement of VTC3 in defense signaling. In *vtc2-4* mutants, 115 genes were up-regulated (Fig. 3), with GO terms related to ‘response to salicylic acid’ and ‘response to chitin’ being enriched (Supplementary Table S2), further suggesting a link between ascorbate deficiency and pathogen responses.

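Of the 119 genes up-regulated in *vtc2-4* in Supplementary Table S2, 117 were tested here. All 117 were higher in *vtc2-4*, and 74 passed an adjusted p under 0.05 over all genes, which is every up-regulated gene of this comparison. The study chose the list on these libraries, so this is not independent evidence. When wild-type replicate 1 was left out, 118 were tested and all passed. The genes past the threshold with the largest rises included *ORA47* (AT1G74930), *ERF104* (AT5G61600), and AT1G80440. *ORA47* rose from a normalized count of 8.38 ± 4.22 (SD, *n*=3) to 111 ± 21.7 (SD, *n*=3), a log2 fold change of 3.70 (standard error 0.31, adjusted p = 0.0011, edgeR's quasi-likelihood test). *ERF104* rose from 21.5 ± 4.20 (SD, *n*=3) to 218 ± 36.6 (SD, *n*=3), a log2 fold change of 3.34 (standard error 0.21, adjusted p = 2.0e-04, same test). The F-box gene AT1G80440 rose from 35.3 ± 13.4 (SD, *n*=3) to 283 ± 60.8 (SD, *n*=3). AT3G07350 had 1, 2, and 3 reads in the wild type and 54, 38, and 24 in *vtc2-4*. Among the genes past the threshold, the largest falls after *VTC2* were those of AT1G67105, *GSTU2* (AT2G29480), AT1G33102, and AT1G10585, with log2 fold changes of −2.87, −2.59, −1.90, and −1.86. In the 9 fits that each left out one library, *GSTU2* passed in 3, AT1G33102 in 1, and AT1G10585 in 2. GO terms were not tested. The list of salicylic acid and pathogen response genes had a mean log2 fold change of 0.24 in *vtc2-4*, with 8 of 16 genes above the wild type (camera, adjusted p = 0.48), and 0 of its genes passed over all genes, with 1 unadjusted p under 0.05. Once wild-type replicate 1 was left out, the mean was 0.37 (adjusted p = 0.097), 11 of 16 genes had a fitted fold change above 0, and 1 passed over all genes, with 2 unadjusted p-values under 0.05. There was also 1 gene past the threshold with DESeq2 and, among settings chosen after the values were seen, with the exact test on exon reads, removal of length trends, and quality weights.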

In our RNA-seq analysis, we identified 210 DEGs in the *vtc2-4* mutant (Fig. 3). This number is substantially lower than the 963 DEGs previously reported in *vtc2* mutants by Kerchev *et al.* (2011), who used microarray analysis. This discrepancy is likely due to differences in experimental conditions. 

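The calls made here were compared with the authors' deposited table, which lists 212 genes at a false discovery rate under 0.05 in *vtc2-4* against the wild type, 119 higher and 93 lower. Of the 104 genes called here, 102 were among them. The genes of the authors' deposited table that Supplementary Table S2 does not list are AT1G29951 and AT4G34588, both lower in *vtc2-4* and named after their values were seen. Over the 17388 genes tested, the log2 fold changes of the authors' deposited table and those computed here correlated across genes at r = 0.983, with a median absolute difference of 0.0050. The column headings of that table name the test only as the EDGE test with tagwise dispersions. Run here on the same counts as above, edgeR's exact test with tagwise dispersions gave 300 genes, 203 of them among the 212. The deposited expression values equal the exon reads, whereas the counts here are all reads on a gene, so the counts entered may differ as well as the test. AT1G67105, which has no exon reads, has a fold change of 1 in the deposited table. On exon reads, a choice made after the values were seen, the exact test on genes with at least 5 counts gave 279 genes, 206 of them among the 212, and with the same filter on all gene reads it gave 290 genes, 207 of them among the 212.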

In our study, 2-week-old seedlings were grown aseptically on agar plates under long-day conditions, followed by 48 h of darkness and a 6 h light treatment before sampling. In contrast, Kerchev *et al*. (2011) used fully mature 6-week-old plants grown in soil under short-day conditions. These differences in plant age, growth medium, and light regime likely contributed to the differing transcriptome responses. Moreover, only 11 out of the 119 up-regulated genes in *vtc2-4* overlapped with the 378 up-regulated genes in the *vtc2* dataset from Kerchev *et al*. (2011) (Supplementary Table S2), suggesting the condition-specific nature of transcriptomic responses to ascorbate deficiency. However, both studies consistently observed an increase in the expression of pathogen-response-related genes, suggesting that this may be a core feature of ascorbate deficiency. 

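All 11 overlapping genes in Supplementary Table S2 were higher in *vtc2-4* than in the wild type and passed an adjusted p under 0.05 over all genes (edgeR's quasi-likelihood test). The list was chosen on these libraries, so the count adjusted over the list alone, also 11, is not independent evidence. Their log2 fold changes ran from 1.36 for *RLP19* to 3.70 for *ORA47*, and adjusted p-values reached at most 0.033. The other members were *DIC2*, *STZ*, *CAF1a*, AT4G27280, *SZF1*, *HSPRO2*, *ERF104*, *TCH4*, and AT5G51190. Some of these calls rested on the full set of libraries. *TCH4* (AT5G57560), with a log2 fold change of 1.55 (standard error 0.26), passed in 1 of the 9 fits that each left out one library. In *vtc3-3*, 8 of the 11 were higher than in the wild type and 0 passed, with 4 unadjusted p-values under 0.05. All 11 were lower in *vtc3-3* than in *vtc2-4*, and 10 of these differences passed, or all 11 when wild-type replicate 1 was left out. The genes were chosen for a high level in the same *vtc2-4* libraries, which favours this direction. These counts are therefore not independent evidence of a difference between the mutants.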

Since the transcriptomic consequences of ascorbate deficiency remain incompletely understood, further comparative studies under standardized conditions will be important to clarify its context-dependent effects.

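In *vtc3-3*, the *VTC2* transcript had 5345, 3564, and 2987 reads, and its normalized count was 4175 ± 49.8 (SD, *n*=3). Its log2 fold change against the wild type was 0.01 (standard error 0.17), and across the 9 fits that each left out one library it lay between −0.17, without wild-type replicate 1 (adjusted p = 0.26), and 0.10. The normalized counts were 3085, 4678, and 4690 in wild-type replicates 1, 2, and 3 and 4120 to 4217 in *vtc3-3*. *VTC5* (AT5G55120, chromosome 5, from 22369095 to 22371867), the paralog of *VTC2*, had a normalized count of 411 ± 81.2 (SD, *n*=3) in the wild type and 361 ± 14.9 (SD, *n*=3) in *vtc3-3*. This was a log2 fold change of −0.19 (standard error 0.16, adjusted p = 0.66, edgeR's quasi-likelihood test), and of −0.02 without wild-type replicate 1. In *vtc2-4*, *VTC5* had a log2 fold change of −0.21 (standard error 0.16, adjusted p = 0.59).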

Taken together, these findings indicate that the loss of VTC3 has minimal impact on VTC2/GGP, ascorbate redox cycling, or the transcriptome. Nevertheless, the impaired light-induced ascorbate accumulation observed in *vtc3-3* mutants suggests that VTC3 may regulate ascorbate biosynthesis at steps other than VTC2/GGP. One plausible possibility is that VTC3 influences enzymes upstream of VTC2 in the D-Man/L-Gal pathway, such as PMI, PMM, GMP, and GME. These enzymes are responsible for synthesizing GDP-L-galactose, the direct substrate of VTC2/GGP, and reduced activity in any of these steps could limit VTC2 function despite unaltered transcript levels and enzyme activity. Alternatively, VTC3 may affect the supply of essential cofactors required for the optimal activity of VTC2/GGP or its upstream enzymes. For example, VTC2/GGP activity is dependent on the availability of Pi. Further studies will be required to identify the precise molecular targets of VTC3 and to clarify how it contributes to the light-responsive regulation of ascorbate biosynthesis. Given that *VTC3* encodes a putative kinase/phosphatase, it may also play broader regulatory roles beyond ascorbate biosynthesis.

Consistent with previous reports (Terai *et al*., 2020 ; Hamada *et al*., 2023), *vtc2-4* mutants retained the ability to increase ascorbate accumulation in response to light stress (Fig. 1). We initially hypothesized that this ability might be due to the activation of residual VTC5. However, *VTC5* transcription showed little to no increase in *vtc2-4* mutants compared with the wild type, and GGP activity was nearly undetectable in *vtc2-4* mutants even under high-light stress (Fig. 1). This could be due to GGP activity in *vtc2-4* being below the detection limit. Indeed, the simultaneous loss of VTC2 and VTC5 results in ascorbate concentrations below the detection limit, indicating that VTC5 functions as an active enzyme in ascorbate biosynthesis (Dowdle *et al*., 2007 ; Lim *et al*., 2016). Alternatively, because we used GDP-D-glucose instead of GDP-L-galactose (the physiological substrate, which is commercially unavailable) to measure GGP activity, our assay may not fully reflect endogenous GGP activity. Nevertheless, it is intriguing that ascorbate concentrations in *vtc2* mutants can increase significantly without a measurable increase in GGP activity. If alternative biosynthetic pathways are not considered, this suggests the existence of a mechanism that enhances the GGP response independent of measurable GGP activity. The recently reported metabolon formation of ascorbate biosynthetic enzymes may be involved (Fenech *et al*., 2021), but further experimental validation is required.

Another key objective of this study was to examine the impact of the simultaneous loss of VTC2 and VTC3 on ascorbate pool size. As expected, *vtc2-4 vtc3-3* double mutants exhibited the lowest ascorbate concentrations reported among viable ascorbate-deficient mutants, retaining only ∼14% of wild-type concentrations (Fig. 4). Nevertheless, under low-light conditions, *vtc2-4 vtc3-3* double mutants displayed a healthy phenotype similar to wild-type plants. The original *vtc2-1* mutant, isolated via an ethyl methanesulfonate mutagenesis screen, has been reported to exhibit dwarfism under standard growth conditions, whereas the T-DNA insertion mutant *vtc2-4*, despite having comparable ascorbate concentrations, does not exhibit dwarfism (Lim *et al*., 2016). It has been suggested that the dwarfism observed in *vtc2-1* may be due to a mutation in another gene. The relationship between ascorbate concentrations and growth must be carefully evaluated, as it is highly influenced by growth light intensity. For instance, when grown under relatively higher light conditions (200 µmol photons m^−2^ s^−1^), both *vtc2-1* and *vtc2-4* exhibit similar degrees of dwarfism (Plumb *et al*., 2018). Considering this complexity, our data suggest that under artificial low-light conditions, concentrations of ascorbate as little as 14% of wild-type concentrations are sufficient for normal growth in Arabidopsis. This finding provides the idea that the primary reason plants accumulate high concentrations of ascorbate is to protect against oxidative stress rather than to fulfill its coenzyme functions.

The loss of VTC3 significantly impaired high-light-induced ascorbate accumulation in both wild-type and *vtc2-4* backgrounds (Fig. 6). *vtc2-4 vtc3-3* double mutants maintained extremely low ascorbate concentrations even under high-light conditions, leading to more severe photooxidative damage than in either of the single mutants (Fig. 5). In terms of photobleaching severity, *vtc2-4* was more sensitive to high light than *vtc3-3*, and the sensitivity of the double mutant was entirely consistent with its steady-state ascorbate pool size (Fig. 4). NPQ values were statistically significantly lower in all *vtc* mutants compared with wild-type plants under low-light conditions, with *vtc2-4* and the double mutant exhibiting greater reductions than *vtc3-3* (Fig. 7). However, no significant difference was observed between *vtc2-4* and the double mutant under low-light conditions, suggesting that NPQ suppression due to ascorbate deficiency may reach a threshold at ∼30% of wild-type ascorbate concentrations. Interestingly, this difference became more pronounced after high-light exposure, paralleling the fact that *vtc2-4* mutants still exhibited light-induced ascorbate accumulation, whereas this response was severely impaired in the double mutants (Fig. 6). So far, *vtc1* and *vtc4* mutants have also been used to study ascorbate deficiency, but these mutants have pleiotropic effects unrelated to ascorbate metabolism (Torabinejad *et al*., 2009; Barth *et al*., 2010). In contrast, *vtc2-4* and *vtc3-3* mutants provide a more targeted approach. Since the *vtc2-4 vtc3-3* double mutant retains the characteristics of both single mutants, comparative analysis of these mutants represents a powerful tool for elucidating the physiological roles of ascorbate.

In conclusion, our findings indicate that VTC3 is not required for the expression or activity of VTC2/GGP, ascorbate redox cycling (including ascorbate recycling), or the regulation of the transcriptome. These negative results provide important insight by excluding several plausible roles of VTC3 and thereby advancing our understanding of its physiological function. Although the fundamental function of VTC3 remains unresolved, our findings suggest that VTC3 regulates ascorbate biosynthesis at a step other than VTC2/GGP, and future research will focus on validating this notion. Furthermore, this study revealed that the simultaneous knockout of VTC2 and VTC3 exacerbates ascorbate deficiency and increases sensitivity to light stress, likely due to the combined loss of ascorbate biosynthesis capacity (via VTC2) and regulatory modulation (via VTC3), both of which are essential for maintaining sufficient ascorbate concentrations under photooxidative stress. The newly generated *vtc2-4 vtc3-3* double mutant retains only ∼14% of wild-type ascorbate concentrations. Given its distinct physiological characteristics, such as impaired NPQ and enhanced photooxidative stress sensitivity, this double mutant, in combination with the single mutants, provides a valuable genetic tool to further dissect the relationship between ascorbate concentrations and physiological responses. Notably, it represents the most severely ascorbate-deficient viable Arabidopsis mutant characterized to date, potentially enabling the discovery of previously unrecognized roles of ascorbate in plant physiology.

## Supplementary Material

eraf352_Supplementary_Data

## Data Availability

The data underlying this article are available in the article and its supplementary material. The raw and processed data of RNA-seq have been deposited in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE293768.

## Abbreviations

APX: ascorbate peroxidase
ASC: ascorbate
DHA: dehydroascorbate
DHAR: dehydroascorbate reductase
GGP: GDP-L-galactose phosphorylase
GME: GDP-D-mannose-3′,5′-epimerase
GMP: GDP-D-mannose pyrophosphorylase
GPP: L-galactose-1-phosphate phosphatase
GSH: reduced glutathione
L-GalDH: L-galactose dehydrogenase
L-GalLDH: L-galactono-1,4-lactone dehydrogenase
MDHA: monodehydroascorbate
MDAR: monodehydroascorbate reductase
NPQ: non-photochemical quenching
PMI: phosphomannose isomerase
PMM: phosphomannomutase
PP2C: protein phosphatase 2C
ROS: reactive oxygen species
VTC: vitamin C defective

# Supplementary material for: Simultaneous knockout of VITAMIN C DEFECTIVE 2 and 3 exacerbates ascorbate deficiency and light stress sensitivity
**Source:** J Exp Bot. 2025 Aug 6;76(22):7026–40. doi: 10.1093/jxb/eraf352
**Supplement:** eraf352_Supplementary_Data

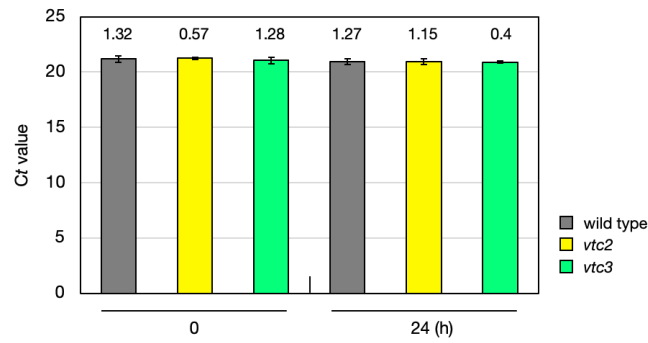

**Supplementary Figure S1** Expression stability of the reference gene *Actin2* across different genotypes and treatment conditions

Bar graphs show the mean *Ct* values of *Actin2* across three biological replicates, each calculated from the average of three technical replicates. Error bars represent the standard deviation (SD) of biological replicates. Numerical values above the bars indicate the coefficient of variation (CV, %) calculated for each group. The consistently low CV values (ranging from 0.4% to 1.32%) demonstrate that *Actin2* expression was stable under all experimental conditions, supporting its use as a single reference gene for normalization in this study.

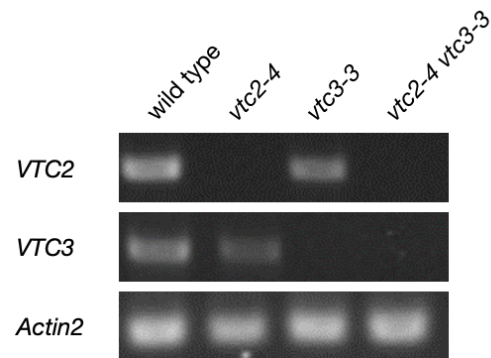

**Supplementary Figure S2** Expression of *VTC2* and *VTC3* in *vtc* mutant lines

Wild-type, *vtc2-4*, *vtc3-3*, and *vtc2-4 vtc3-3* plants were grown on MS plates under low-light (40–60  $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ ) conditions for two weeks. Semi-quantitative RT-PCR data showing expression of *VTC2*, *VTC3*, and *Actin2* (control).

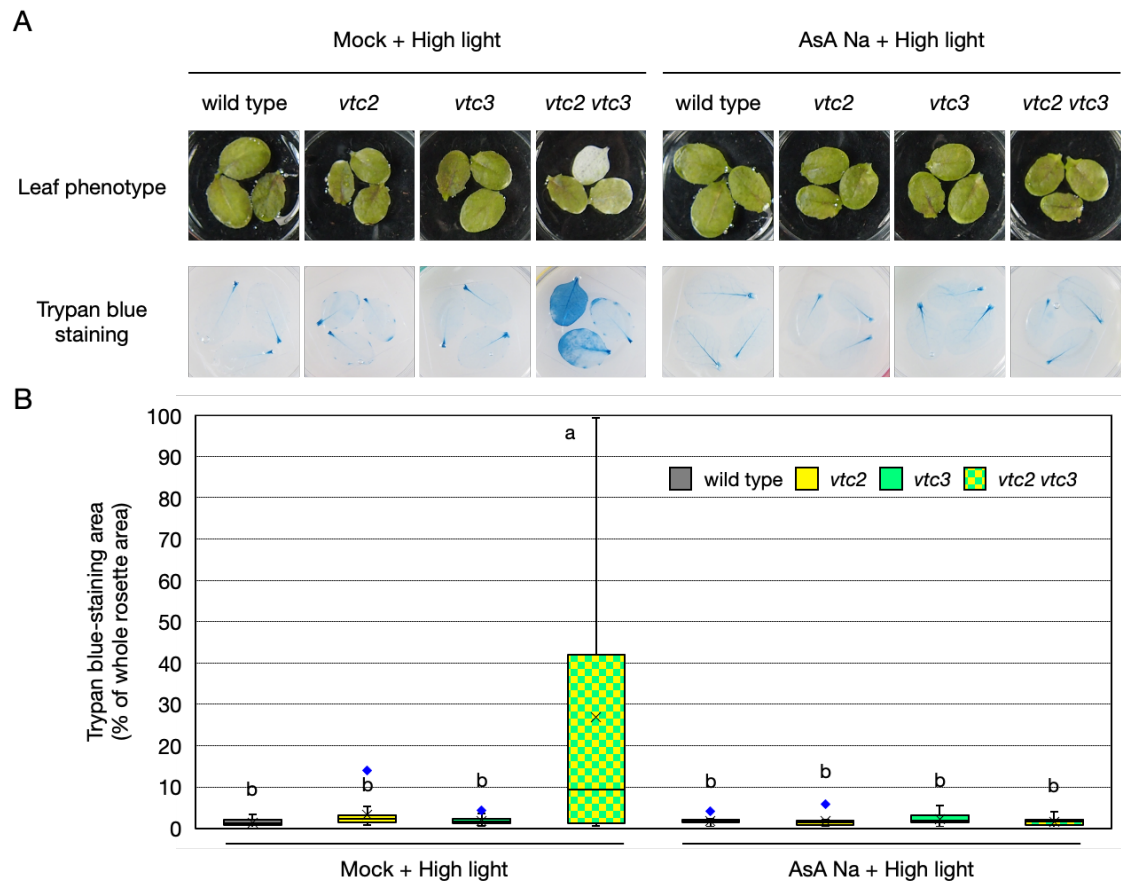

**Supplementary Figure S3** Ascorbate treatment alleviates light stress-induced cell death in the *vtc2-4 vtc3-3* double mutant

Detached leaves from 3-week-old wild-type, *vtc2-4*, *vtc3-3*, and *vtc2-4 vtc3-3* plants were floated on 20 mM MES buffer (pH 5.7) with or without 10 mM sodium ascorbate (AsA Na) and incubated under continuous light for 24 h, followed by high-light stress ( $1500 \mu\text{mol photons m}^{-2} \text{s}^{-1}$ ) for 24 h. (A) Top: Representative leaf images after treatment. Bottom: Trypan blue staining to visualize cell death. Clear leaf bleaching and intense trypan blue staining were observed only in *vtc2-4 vtc3-3* leaves without AsA Na, and both were completely suppressed by AsA Na supplementation. (B) Quantification of trypan blue-stained areas using ImageJ software. Box plots show the distribution of data from 15 individual leaves ( $n = 15$ ), obtained from five biological replicates (three leaves per replicate). Different letters indicate statistically significant differences (Tukey's HSD test,  $P < 0.05$ ).

**Table S1** List of primers used

| <b>Name</b> | <b>Sequence</b>                  | <b>Use</b>               |
|-------------|----------------------------------|--------------------------|
| VTC2-qF2    | 5' - TCAGACTGCTGTGTTTGCCTTC -3'  | qPCR                     |
| VTC2-qR2    | 5' - TGTTTCTCTGCGTAACACTGTGG -3' | qPCR                     |
| VTC5-qF2    | 5' - AGCGTCGTTGCAATCAATGTGAG -3' | qPCR                     |
| VTC5-qR2    | 5' - ACGAGGAATCAGCAACACATGCC -3' | qPCR                     |
| Actin2 qF   | 5' - GGCAAGTCATCACGATTGG -3'     | qPCR                     |
| Actin2 qR   | 5' - CAGCTTCCATTCCCACAAAC -3'    | qPCR                     |
| vtc2-F      | 5' - CAAAAGAGTTCCGACCGTTG - 3'   | semi-quantitative RT-PCR |
| vtc2-R      | 5' - GAGGCAAGCAGTCAAGAACAC - 3'  | semi-quantitative RT-PCR |
| vtc3-F      | 5' - GCCATTGTGTCTTCTGGTCTG-3'    | semi-quantitative RT-PCR |
| vtc3-R      | 5' - CCTGGAGTCACCAACATTTCG-3'    | semi-quantitative RT-PCR |
| Actin2-F    | 5' - GGCAAGTCATCACGATTGG -3'     | semi-quantitative RT-PCR |
| Actin2-R    | 5' - TCATACTCGGCCTTGGAGATC-3'    | semi-quantitative RT-PCR |

How the deposited data were processed for this re-analysis (not part of the article)

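RNA-seq was done by the authors on shoots of 2-week-old Arabidopsis seedlings after 2 d of darkness and 6 h of light. There were 9 samples, with 3 libraries each of the wild type, *vtc2-4*, and *vtc3-3*, and every sample could be assigned to its genotype. The authors mapped the MiSeq reads, counted them per gene, and tested the comparisons in CLC Genomics Workbench 9.5.2. The genome build, the annotation version, the mapping settings, and the use of strand are not stated.

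The deposited read counts are raw whole numbers per gene and library, made by the authors in CLC without normalization, and were checked to equal exon reads plus intron reads for every gene. The deposited RPKM values were computed by the authors as exon reads scaled to exon length and to the total gene reads of each sample, which was checked on the values. The deposited p-values and FDR-corrected p-values are the authors' own, from a test the file headers name the EDGE test with tagwise dispersions. The deposited fold-change score of each comparison was computed by the authors on a linear scale, with falls written as negative reciprocals. Exon length, exon number, and position are annotation scores given by the authors, as deposited, with starts counted from 0, so 1 was added to each start. Of the 171 per-library columns, 45 were assigned to a library, 5 were read as gene annotation, and 121 were not used, namely expression values that equal the exon reads, numbers of transcripts, uniquely mapped exon and intron reads, exon-exon reads, ratios of reads, and repeats of the gene annotation. Of the comparison columns, 9 were read.

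The table holds 28642 genes, of which 5981 had no read in any library and 17388 passed edgeR's filterByExpr and were tested. For 1314 genes the exon length is 0. Of these, 335 had reads and 113 were tested, and they held 0.145% to 0.290% of the reads of a library. Between 4399733 and 7567492 reads were counted on genes per library, with medians of 5451616 in the wild type, 6927544 in *vtc2-4*, and 5172710 in *vtc3-3*. Counts of up to 3 were treated as the detection limit, and a fall to that level is given as a lower bound. TAIR10.1 was used for gene names, neighbours, strand, and GC content, and 28009 of the 28642 gene identifiers matched it. Positions are those of the deposited table.

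Counts of all reads on a gene were normalized by TMM and fitted with edgeR's quasi-likelihood test in edgeR 4.0.16 under R 4.3.3, with genotype as the only term and all 9 libraries in one fit. Each mutant was compared with the wild type, and *vtc3-3* with *vtc2-4*. P-values were adjusted by the Benjamini–Hochberg method, and genes with an adjusted p under 0.05 were counted. Standard errors are those of the fitted log2 fold changes, and normalized counts are counts scaled by the TMM-adjusted library sizes. Gene lists were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over 21 pairs of list and comparison. The lists covered ascorbate biosynthesis, the ascorbate redox cycle, dark or sugar starvation, light induction, touch, wound and other rapid responses, salicylic acid and pathogen response, and abscisic acid response. They were written before the counts were seen but after Supplementary Table S2 had been read, so the members that table lists were also left out in an alternative. Neighbours were the 10 annotated genes on each side of an insertion site, compared with 10000 randomly drawn sites.

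The comparisons, the tests, most of the alternatives, and the rule for naming genes were set before the data were examined. The rule named the genes of the paper's RNA-seq text and *ACT2*, the 24 genes of *vtc3-3* in Supplementary Table S2, the 5 largest rises and 5 largest falls among the genes past the threshold whose groups did not overlap in each mutant, the 11 genes of the comparison sheet, the genes of the ascorbate lists, and neighbours of the insertion sites past the threshold. Genes named outside this rule are given as such.

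The alternatives set before the data were examined were DESeq2 1.42.0, edgeR's exact test with tagwise dispersions (with the same filter, or on genes with at least 5 counts in all), upper-quartile normalization, library size alone, no filter on low counts, a mean of at least 10 counts, fits with only the 2 genotypes compared, a replicate block, an adjusted p under 0.01, a 2-fold minimum, uniquely mapped reads, limma on log2 RPKM with 0.1 or 1 added, an estimated inter-gene correlation or fry for the lists, 5 or 20 neighbours on each side, and each library left out in turn. Another 4 settings were added after the values had been seen, namely exon reads, the exact test on exon reads, removal of each library's trend with exon length by lowess with a span of 0.3, and limma with a quality weight for each library. The method was tested on simulated data with 17388 genes, of which 200 changed. The quasi-likelihood test called 192 of these and 13 unchanged genes, and with a length trend added to 1 wild-type library it called 192 and 4. A length trend alone does not reproduce wild-type replicate 1. With its length trend removed, the SD of its deviations across genes was still 0.655, against at most 0.324 in the others. The simulated calls therefore do not show what share of changed genes the test finds in the real libraries. The GO enrichment was left out because the reference files held no GO annotation.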

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

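All tests below were chosen only after the result was seen, except those of GC content as the whole difference, depth, and abundant genes in wild-type replicate 1, and the tests of genomic DNA, light, touch, and read-through were also changed after a first outcome, which is given with each.

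Wild-type replicate 1 lay far from the other 8 libraries in 8 of the 12 measures compared across the 9 libraries, and no other library did so in any measure. By chance, about 1 in 20 such groups has a value this far out. Of its gene reads, 1.62% fell on introns (1.12% to 1.26% in the others). Mitochondrial genes took 123 CPM (51.0 to 78.2). The 10 most abundant genes took 3.09% of the reads (4.37% to 4.74%) and the 100 most abundant 14.4% (17.3% to 18.3%). Its mean correlation with the other libraries was 0.907 (0.969 to 0.973). The SD of its deviations across genes was 0.788 (0.267 to 0.324), and they correlated at r = −0.554 with log2 exon length and at r = −0.540 with GC content (−0.039 to 0.139 for GC content in the others).

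Several technical explanations were at odds with a value. Thinning all libraries to the same depth left the mean correlation at 0.898 (at least 0.966 in the others), and leaving out the 100 most abundant genes left it at 0.902, so neither depth nor a few abundant genes accounts for it. Of its reads, 98.0% mapped uniquely, as in the other libraries, which argues against reads shared between paralogs. A swap with a *vtc2-4* sample is excluded by 2842 reads on *VTC2*. Genomic DNA was first tested by the reads on genes silent in the other 8 libraries, 36.7 CPM against 13.4 to 35.8, which came out in its favour. The test was then replaced, because genomic DNA that made up the excess of intron reads would put 9034 reads on the 6134 silent genes, and 200 were seen.

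A bias with gene length or GC content may be part of the difference, since both correlations are far from those of the other libraries. Neither trend is the whole of it, because the SD of the deviations was still 0.655 with the length trend removed, 0.658 with the GC trend removed, and 0.579 with both removed, against at most 0.324 in the others. For gene lists, the median deviation in each library was taken after removal of its length trend and ranked among 10000 random lists of like expression. A response of these plants to touch cannot be told apart from other sources, since the touch list stood at percentile 75.74, above the other wild-type libraries (0 and 0.01) but within the random lists. That reading was settled after the value was seen. A different response to light also stays open. Light-induced genes stood at percentile 98.32 of random lists in this library, and dark-induced genes at 0.69, which at first came out in favour of it. Wild-type replicate 3, at 99.99 and 0, lay as far out, so these percentiles cannot tell this library from it. The median deviation of the light list, with length trends removed, was still largest in replicate 1 (0.404, against 0.0526 and 0.197). A difference in RNA quality or library preparation was not tested, because the deposited table holds no measure of it.

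AT1G67105, which TAIR10.1 lists as a non-coding RNA gene, was lower in both mutants and is not among the genes the paper discusses. All of its reads were counted outside exons, since the deposited exon length is 0. It had 88, 51, and 65 reads in the wild type, 10, 12, and 13 in *vtc2-4*, and 6, 2, and 0 in *vtc3-3*. The log2 fold changes were −2.87 in *vtc2-4* (standard error 0.35, adjusted p = 0.0062) and −4.70 in *vtc3-3* (standard error 0.45, adjusted p = 0.0054; edgeR's quasi-likelihood test), lower in 3 of 3 libraries of each mutant. In *vtc3-3*, the counts of 2 and 0 lay within the detection limit of 3 reads. The −4.70 is thus a fitted value and not a lower bound, and the size of that fall is uncertain. The call was lost in *vtc2-4* without *vtc2-4* replicate 1 (adjusted p = 0.065) or replicate 2 (0.064), and in *vtc3-3* without *vtc3-3* replicate 2 (0.084) or with only the 2 genotypes compared (0.17).

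Wild-type replicate 1 alone does not explain this fall, since without it the larger of the 2 adjusted p-values was 6.9e-06. Reads running on from a neighbouring gene were excluded by the 2 reads that the nearest genes on either side, *LBD40* and *CYP735A2*, had in all 9 libraries together; a first measure, the fold change of *CYP735A2*, could not be used for the same lack of reads. A fall in proportion to ascorbate deficiency would be deeper in the mutant with less ascorbate, but ascorbate was not measured in these plants. The gene stood lower in *vtc3-3* than in *vtc2-4*, by a log2 fold change of −1.83 (adjusted p = 0.48, and 0.036 without wild-type replicate 1; edgeR's quasi-likelihood test), so this remains open, also because counts in both mutants are low. A shared effect of the 2 mutations may remain, as a hypothesis found on these data.

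*AKR4C8* (AT2G37760), named after its values were seen, passed the threshold in *vtc2-4* and is not in Supplementary Table S2. Its log2 fold change was −0.65 in *vtc2-4* (standard error 0.11, adjusted p = 0.037) and −0.37 in *vtc3-3* (adjusted p = 0.63, and 0.029 without wild-type replicate 1; edgeR's quasi-likelihood test). No explanation was tested for it. At an adjusted p under 0.05, about 1 in 20 of the genes called is expected to be false.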

How the results depend on the processing

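The counts of genes past the threshold depended on the test and on wild-type replicate 1 more than on the normalization. Upper-quartile normalization, library size alone, a mean of at least 10 counts, and uniquely mapped reads left every count of genes in each mutant within 1.5 times its value. In all alternatives more genes were called in *vtc2-4* than in *vtc3-3*.

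The number in *vtc2-4* (104) was 284 with DESeq2, 300 with edgeR's exact test, 290 with the exact test on genes with at least 5 counts, 34 with only the 2 genotypes compared, and 39 at an adjusted p under 0.01. In *vtc3-3* (4) it was 20, 22, 22, and 0 in the first 4 of these, and between the mutants (61) it was 132, 156, 162, 1167, and 16. The shared genes (2) numbered 9, 9, 9, and 0 in the first 4, and 1 with limma on RPKM with 0.1 or with 1 added. AT1G67105, one of the 2, has no exon length and so has no value on the RPKM scale or in exon reads. Fits on 2 genotypes use 6 of the 9 libraries, and those with the wild type keep its replicate 1. With a replicate block the counts were 70, 4, 51, and 2.

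Of the settings added after the values were seen, exon reads gave 1 shared gene. The exact test on exon reads gave 279, 18, 152, and 8, removal of the length trends gave 213 in *vtc2-4* and 98 between the mutants, and quality weights gave 945, 113, 1105, and 71. The weight of wild-type replicate 1 was 0.0454, against 1.29 to 1.74 for the others.

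Across the 9 fits that each left out one library, the counts ran from 32 to 1066 in *vtc2-4*, from 1 to 120 in *vtc3-3*, from 8 to 1191 between the mutants, and from 0 to 79 for the shared genes, with each highest value without wild-type replicate 1. The correlation of the fold changes (0.681) ran from 0.579 to 0.793, and was 0.557 without a filter and 0.518 with quality weights. The pairs of list and comparison past the threshold (10) ran from 9 to 14, with 6 under an estimated correlation and 4 without the genes of Supplementary Table S2. Past the threshold among the neighbours (0) were 2 genes with DESeq2, *PI4KG1* and AT4G26950 (the latter named after its values were seen), the same 2 with the exact test on exon reads, 3 without wild-type replicate 1 and with quality weights (AT4G26860 in addition, also named after its values were seen), and 1 without a filter. The cause of these changes was not tested, apart from the smaller number of libraries or genes that some settings leave.

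Some log2 fold changes changed sign, not all of them near 0. In *vtc3-3*, the light list (−0.15) was 0.12 without the genes of Supplementary Table S2, and from −0.27 to 0.017 with one library left out, the highest without wild-type replicate 1. The touch list (−0.03) ran from −0.17 to 0.31 with one library left out, and was 0.31 without wild-type replicate 1, 0.01 without *vtc2-4* replicate 2, and 0.14 without *vtc3-3* replicate 2. Between the mutants, ascorbate biosynthesis (0.64) was −0.030 without Supplementary Table S2, which removes *VTC2* itself, the redox cycle (0.005) ran from −0.0039 without *vtc2-4* replicate 1 to 0.041, and the salicylic acid list (0.24) from −0.086 without *vtc3-3* replicate 3 to 0.46. *VTC3* in *vtc2-4* (0.04) ran from −0.11 without wild-type replicate 1 to 0.12, and was −0.039 with length trends removed, and −0.10 with quality weights. *PI4KG1* in *vtc2-4* (0.06) ran from −0.18 to 0.31, and was −0.11 without wild-type replicate 1, −0.0022 without replicate 2, −0.18 without *vtc2-4* replicate 3, −0.0086 with length trends removed, and −0.067 with weights. *VTC2* in *vtc3-3* (0.01) ran from −0.17 without wild-type replicate 1 to 0.10, and was −0.063 with length trends removed and −0.16 with weights. *ACT2* in *vtc3-3* (0.16) ran from −0.11 without wild-type replicate 1 to 0.35, and was −0.10 with weights. The cause was not tested. Among single genes and lists, 1426 values kept their direction and side of the threshold, 112 became significant, 98 lost significance, and 21 reversed.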

Differences from the paper's values

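The paper gives 210 genes changed in *vtc2-4*, and 104 were found here. Below, a gap is called closed where a count came within 1.5 times of the paper's value, on either side. DESeq2 (284), edgeR's exact test (300), and the exact test on genes with at least 5 counts (290) did so, all above the paper's value. No other alternative set before the data were examined came within 1.5 times of the paper's value. Among the settings chosen after seeing the values, the exact test on exon reads (279) and removal of the length trends (213) also came within 1.5 times of it. For *vtc3-3*, the paper gives 24 genes and 4 were found. DESeq2 (20), the exact test (22), and the exact test on genes with at least 5 counts (22) closed the gap, the other alternatives set before the data were examined did not, and the exact test on exon reads, chosen after seeing the values, gave 18. The paper gives 7 genes changed in both mutants, and 2 were found. The same 3 alternatives gave 9 each, the others did not close the gap, and the exact test on exon reads, chosen after seeing the values, gave 8.

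The paper gives 119 genes up-regulated in *vtc2-4*, and 74 were found. DESeq2 gave 149, the exact test 166, and the exact test on genes with at least 5 counts 169, all above the paper's value but within 1.5 times of it. No other alternative set before the data were examined closed the gap. The exact test on exon reads (154) and removal of the length trends (128), both chosen after seeing the values, did. For genes up-regulated only in *vtc2-4*, the paper gives 115 and 73 were found. The same 3 alternatives gave 144, 162, and 165, and the absence of a filter gave 77. The exact test on exon reads (150) and removal of the length trends (128), both chosen after seeing the values, also closed this gap. For genes up-regulated only in *vtc3-3*, the paper gives 12 and 0 were found, with 8 of them at an unadjusted p under 0.05. Of the alternatives set before the data were examined, only the exact test on genes with at least 5 counts (9) came within 1.5 times of it.

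Of the 210 genes the paper's supplement lists for *vtc2-4*, 102 were called here, 197 with DESeq2, 202 with the exact test, 206 with the exact test on genes with at least 5 counts, and 204 without wild-type replicate 1. Of its 24 genes for *vtc3-3*, 3 were called here, and 16, 17, 18, and 19 in these settings. With quality weights and with the exact test on exon reads, both chosen after seeing the values, 203 and 205 of the 210 and 18 and 17 of the 24 were called. The log2 fold changes in the paper's supplement were compared for 39 pairs of gene and mutant. All 39 had the same sign as here. For *PI4KG1* and AT5G01881 in *vtc3-3*, the paper's fall was set only against a lower bound, which a larger fall cannot contradict. Among the other pairs, none differed by more than the error, with a largest gap of 0.07.

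The paper names AT3G44970, AT5G01881, and *PI4KG1* as down-regulated in *vtc3-3*, and none of these passed an adjusted p under 0.05 here. AT3G44970 passed with both exact tests on gene reads, without wild-type replicate 1, and, chosen after seeing the values, with the exact test on exon reads and with quality weights. AT5G01881 passed with DESeq2 and with the exact test. *PI4KG1* passed with DESeq2, both exact tests on gene reads, no filter, RPKM with 0.1 added, and without wild-type replicate 1, and also with the exact test on exon reads, removal of the length trends, and quality weights, all 3 chosen after seeing the values.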

Other observations

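Tests chosen only after the result was seen were the counts of splits for single lists, the tests of ascorbate deficiency and of the insertion for *PI4KG1* and *MRD1*, the handling of *vtc2-4* plants, and the lists without the genes of Supplementary Table S2, and the readings of ascorbate deficiency and of *VTC3* reads were changed after a first outcome, which had argued against each.

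The comparisons of 3 libraries with 3 allow 10 splits of the 6 libraries. For each of the 3 counts of genes, in *vtc2-4*, in *vtc3-3*, and between the mutants, 1 of the 10 splits, the real one, gave as many genes past the threshold, and the other 9 gave 0, so no share under 0.1 can be reached. For the genes shared between the mutants, 100 splits of the 9 libraries were drawn, and 3 gave at least 2. One of these, with the *vtc2-4* libraries in the place of the control, gave 32. A correlation of the fold changes as high as 0.681 was given by 42 of 100 splits. As many pairs of list and comparison past the threshold as the 10 observed were given by 37 of 100 splits, with a median of 9 in the others, so a camera result on its own says little here. For neighbours of the insertion sites, all 100 splits gave as many as the 0 observed, at which 2 neighbours of each site had an unadjusted p under 0.05.

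The libraries of *vtc2-4* were deeper. With all libraries thinned to 4399733 reads, 93 genes passed in *vtc2-4* and 4 in *vtc3-3*, so depth does not account for the difference between them. With wild-type replicate 1 left out, the thinned counts gave 894 and 116.

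Genes of the abscisic acid list moved apart in the mutants. Their mean log2 fold change was −0.64 in *vtc2-4* (adjusted p = 8.0e-09, camera in limma, 0 of 13 genes higher) and 0.35 in *vtc3-3* (adjusted p = 0.011, camera in limma, 9 of 13 higher). In *vtc3-3* against *vtc2-4* it was 0.99, with all 13 genes higher (adjusted p = 9.5e-24, camera in limma). The mean log2 CPM of the list was 5.32 to 5.53 in *vtc3-3*, 5.01 to 5.22 in the wild type, and 4.41 to 4.50 in *vtc2-4*. Of the 16 genes listed, 9 are in Supplementary Table S2. Without them the direct difference was 0.61, and with length trends removed it was 1.03. Neither those 9 genes nor gene length is thus its whole source, though the 0.61 rests on the few tested genes that remain. The list was written after Supplementary Table S2 had been read, so selection of its theme on these data is not excluded. In *vtc3-3* the call rested on the genes of that table (0.14 and adjusted p = 0.31 without them, camera in limma). It was lost without wild-type replicate 2 (0.52 over 15 genes tested in that fit, adjusted p = 0.058). With wild-type replicate 1 left out it was 0.64 (adjusted p = 3.7e-10). Among 100 splits, 1, the real one, gave a mean this large in any comparison. Here and for the light and touch lists below, the splits used all tested members. These include genes of Supplementary Table S2, chosen on the real grouping, which favours the real split. A difference in abscisic acid response between the mutants may therefore be a hypothesis for a new experiment.

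Light-induced genes had a mean log2 fold change of −0.81 in *vtc2-4* (adjusted p = 1.0e-11, camera in limma, 2 of 16 genes higher) and of −0.15 in *vtc3-3* (adjusted p = 0.20), and all 16 were higher in *vtc3-3* than in *vtc2-4* (0.66, adjusted p = 4.5e-17). With length trends removed the direct difference was 0.71, and without the genes of Supplementary Table S2 it was 0.41. This argues against those genes or length as the whole source. Selection of the theme is not excluded, since the list was written after that table had been read. In *vtc2-4* the list lost significance without those genes (adjusted p = 0.19). In 5 of 100 splits the mean was as large, and a first count, on the largest contrast of 0.81, gave 3. Of the 5, 3 (the real one and 2 others) keep the *vtc2-4* libraries as one group and so hold the same difference, which leaves 2 of 97. Dark- or starvation-induced genes had means of 0.91 in *vtc2-4* (adjusted p = 4.1e-09), 0.39 in *vtc3-3* (adjusted p = 0.022), and −0.52 between the mutants (adjusted p = 7.7e-10; camera in limma). Without the genes of Supplementary Table S2, these values were 0.34 (adjusted p = 0.27), 0.33 (0.56), and −0.0022 (0.36), so all 3 calls rested on those genes. Without wild-type replicate 3 or *vtc3-3* replicate 1 the call in *vtc3-3* was lost (adjusted p = 0.31 and 0.10).

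Touch and wound genes had a mean log2 fold change of 1.15 in *vtc2-4* (adjusted p = 1.4e-12, 16 of 19 genes higher) and −0.03 in *vtc3-3* (adjusted p = 0.87), and of −1.18 between the mutants (adjusted p = 1.3e-25, 0 of 19 higher; camera in limma). The mean in *vtc2-4* lost significance without the genes of Supplementary Table S2 (0.28, adjusted p = 0.42). The direct difference was −0.54 without the genes of Supplementary Table S2 and −1.19 with length trends removed. With wild-type replicate 1 left out, the mean in *vtc3-3* was 0.31 (adjusted p = 2.9e-04). In 6 of 100 splits the mean was as large. Of the 6, 3 (the real one and 2 others) keep the *vtc2-4* libraries as one group and so hold the same difference, which leaves 3 of 97. All 3 *vtc2-4* libraries lay above the other 6 in the mean of the list (4.06 to 4.33, against at most 3.66), and handling of these plants before harvest cannot be told apart from the genotype, since both are the same 3 samples. In *vtc2-4*, the ascorbate biosynthesis list had a mean of −0.70 (adjusted p = 0.074, median −0.11), carried by *VTC2*, and the redox cycle −0.08 (adjusted p = 0.20, and 0.049 without wild-type replicate 1).

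The falls of *PI4KG1* and *MRD1* in *vtc3-3* were seen against *vtc2-4* as well (*PI4KG1* with adjusted p = 0.014, *MRD1* by a log2 fold change of −4.76 with adjusted p = 9.8e-04; edgeR's quasi-likelihood test). A part of ascorbate deficiency in them stays open, since ascorbate was not measured in these plants, and the paper gives *vtc3-3* as the less deficient mutant in its RNA-seq text but as the one with less ascorbate under high light. If the reads on *PI4KG1* were reads of the adjoining *VTC3*, their share of 19.4% would give 12.6 reads in the 3 *vtc3-3* libraries, and 0 were seen (exact Poisson p = 3.4e-06, for counting error alone). That share need not hold where the insertion shortens the *VTC3* transcript, so this source is not excluded. An effect of the insertion in *VTC3* on the gene beside it may be the source, but this cannot be told apart from a second change in the line. Without a filter, 0.28% of random sites had as many genes past the threshold, while the share was 1.55% with DESeq2, 7.94% without wild-type replicate 1, and 7.97% with quality weights, and with all choices as planned 0 neighbours passed.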
